# Fyn-Dependent Gene Networks in Acute Ethanol Sensitivity

**DOI:** 10.1371/journal.pone.0082435

**Published:** 2013-11-29

**Authors:** Sean P. Farris, Michael F. Miles

## Abstract

Studies in humans and animal models document that acute behavioral responses to ethanol are predisposing factor for the risk of long-term drinking behavior. Prior microarray data from our laboratory document strain- and brain region-specific variation in gene expression profile responses to acute ethanol that may be underlying regulators of ethanol behavioral phenotypes. The non-receptor tyrosine kinase Fyn has previously been mechanistically implicated in the sedative-hypnotic response to acute ethanol. To further understand how Fyn may modulate ethanol behaviors, we used whole-genome expression profiling. We characterized basal and acute ethanol-evoked (3 g/kg) gene expression patterns in nucleus accumbens (NAC), prefrontal cortex (PFC), and ventral midbrain (VMB) of control and *Fyn* knockout mice. Bioinformatics analysis identified a set of *Fyn*-related gene networks differently regulated by acute ethanol across the three brain regions. In particular, our analysis suggested a coordinate basal decrease in myelin-associated gene expression within NAC and PFC as an underlying factor in sensitivity of *Fyn* null animals to ethanol sedation. An *in silico* analysis across the BXD recombinant inbred (RI) strains of mice identified a significant correlation between *Fyn* expression and a previously published ethanol loss-of-righting-reflex (LORR) phenotype. By combining PFC gene expression correlates to *Fyn* and LORR across multiple genomic datasets, we identified robust *Fyn*-centric gene networks related to LORR. Our results thus suggest that multiple system-wide changes exist within specific brain regions of *Fyn* knockout mice, and that distinct *Fyn*-dependent expression networks within PFC may be important determinates of the LORR due to acute ethanol. These results add to the interpretation of acute ethanol behavioral sensitivity in Fyn kinase null animals, and identify *Fyn*-centric gene networks influencing variance in ethanol LORR. Such networks may also inform future design of pharmacotherapies for the treatment and prevention of alcohol use disorders.

## Introduction

Acute sensitivity to ethanol is a predictive indicator of the long-term risk of abusive ethanol drinking behavior in humans and animal models [1,2]. Fyn kinase is a non-receptor protein tyrosine kinase widely expressed in the central nervous system. Gene targeting studies show that Fyn modulates the acute sedative-hypnotic properties of ethanol [3,4] and in some studies has been shown to reduce two-bottle choice consumption in rodents [5]. Fyn modulation of NMDA or GABA receptor function [6], particularly in regard to the NR2B subunit of NMDA receptors, has been implicated as at least partially underlying Fyn modulation of ethanol behaviors. Genetic variation in Fyn is associated with alcohol dependence and alcohol related phenotypes in humans [7], supporting the premise that Fyn modulation of acute ethanol behaviors contributes to the risk for alcohol dependence. 

However, Fyn has also been shown to be important in complex aspects of neurodevelopment [8,9], myelination [10], and learning and memory [11]. Although gene-targeting studies, such as those mentioned above for *Fyn*, have been widely used to study the neurobiology of ethanol and drug abuse [12,13], the interpretation of such results is often difficult given the possible widespread molecular actions of kinases such as Fyn and the multivariate nature of complex diseases such as alcohol use disorders (AUD). Even ignoring complications such as developmental compensation in gene-targeted animals, the deletion of a single gene such as a kinase of widespread action like Fyn could modulate ethanol behaviors by triggering network-wide alterations in the function or expression of genes downstream of Fyn, in addition to mechanisms related to direct targets of *Fyn* phosphorylation. 

The mesolimbocortical dopaminergic reward pathway, comprised of the prefrontal cortex (PFC), nucleus accumbenes (NAC), and ventral midbrain (VMB), is activated by acute ethanol and other drugs of abuse [14]. Baseline differences or drug-induced alterations in gene expression within the mesolimbocortical dopamine pathway may play an important role in the transition from initial drug exposure to the development of dependence [15,16]. Previous research from our laboratory has shown divergent basal and acute ethanol-evoked patterns of gene expression across the dopamine reward pathway that may contribute to acute ethanol behavioral sensitivity [17,18], and we have shown that altered expression of an ethanol-responsive gene (*Clic4*) in medial prefrontal cortex can modify ethanol loss-of-righting reflex (LORR) [19]. Therefore, it is our hypothesis that altered expression or function of Fyn kinase may produce network level changes in gene expression within the mesolimbocortical dopamine pathway, thus providing an important mechanism modifying behavioral responses to acute ethanol. 

Using expression profiling we sought to define Fyn-dependent gene networks underlying ethanol behavioral traits; with emphasis on ethanol-induced LORR due to the reproducible association of Fyn kinase genotype with this behavioral phenotype [3-5,20]. Expression profiling has been previously employed to determine downstream signaling mechanisms altered by single gene knockout animals exposed to acute [21] and chronic ethanol exposure [22]. However, a study of ethanol-responsive gene expression patterns in mice carrying a null mutation for *Fyn* has not been reported. Characterizing such gene expression patterns is also important for understanding the neurobiology of Fyn, given the fundamental role of this kinase in development, receptor function, behavior, and regulation of numerous signaling cascades. 

Our expression profiling and bioinformatics results suggest multiple Fyn-related mechanisms, especially those affecting a network of myelin-related gene expression within the medial PFC, as contributing to the sedative-hypnotic properties of acute ethanol. Variation in the expression of these Fyn-dependent gene networks may be critical molecular endophenotypes affecting the behavioral level of response to acute ethanol, and subsequently, the long-term risk for alcohol use disorders.

## Materials and Methods

### Ethics Statement

All procedures were approved by Virginia Commonwealth University Institutional Animal Care and Use Committee under protocol number AM10332 and followed the NIH Guide for the Care and Use of Laboratory Animals (NIH Publications No. 80–23, 1996).

### Animal microdissection and acute ethanol administration

Animals were treated according to protocols for animal care established by Virginia Commonwealth University and the National Institute for Health. Adult male B6129SF2/J and B6;129S7-Fyn^tm1Sor^/J mice obtained from Jackson Laboratories at 12 weeks of age and were housed 4-5 per cage with *ad libitum* access to water and standard rodent chow (#7912, Harlan Teklad, Madison, WI) on a 12 hr light/dark cycle with Harlan Sani-chips bedding (#7090A). Mice were habituated to the animal facility for 1 week prior to initiating experiments.

Control and Fyn-null mice (n=18 of each genotype) were administered intraperitoneal injections of saline for 3 days to habituate them to the injection process; on day 4 mice received either an injection of saline (n=9 of each genotype) or 3 g/kg (20% v/v) of ethanol (n=9 of each genotype), a sedative-hypnotic dose [23]. Animals were sacrificed by cervical dislocation and decapitation at a 4-hour time-point. Our laboratory has previously found that a 4-hour time point captures a spectrum of early, intermediate, and late gene expression responses to ethanol (Ravindranathan and Miles, unpublished). Microdissection of individual brain regions was conducted exactly as described previously [17]. Brain regions were individually frozen immediately with liquid nitrogen, and subsequently stored at -80°C until isolation of total RNA. 

Tissue pooled from three mice of the same genotype/treatment group was homogenized in PureZol Reagent (Bio-Rad Laboratories, Hercules, CA) using a Tekmar homogenizer, and total RNA was isolated with the Aurum Total RNA fatty and Fibrous Tissue Kit according to the manufacturer’s instructions. RNA concentration was determined by absorbance at 260 nm, and RNA quality was analyzed by 260:280 nm absorbance ratios and electrophoretic analysis (Experion; Bio-Rad Laboratories, Hercules, CA). Double-stranded cDNA and biotin-labeled cRNA was synthesized using reagents and protocols from the microarray manufacturer (Affymetrix, Santa Clara, CA). 

### Microarray Hybridization and Scanning

Biological replicates (n=3) from pooled samples within each treatment group and genotype were hybridized to individual microarrays for prefrontal cortex (PFC), nucleus accumbens (NAc), and ventral midbrain (VMB) areas (n=36 total microarrays). Arrays for a single brain region were processed together in one day, using a supervised randomization of samples in order to minimize potential batch effects. Labeled cRNA samples were analyzed on oligonucleotide arrays (Affymetrix Mouse Genome 430 2.0 arrays) that contain ~36,000 genes and expressed sequence tags. Hybridization, washing, staining and scanning were performed according to manufacturer protocols (Affymetrix).

### Microarray Data Analysis

Microarray data were initially processed using GeneChip Operating Software v4.1 (GCOS, Affymetrix). Arrays were normalized to a median total hybridization intensity (target average intensity, 190) and quality was assessed by array scaling factor (<3), 3’-5’ expression ratios for control probes, absent/present calls (%present ≥ 55% for all arrays) and by inspection of pairwise Pearson correlations and scattergrams. Arrays passing quality control were processed for any potential hybridization batch effects [24]. Processed arrays were initially filtered for Absent/Present calls [25] to eliminate probesets consistently called “absent” across all samples, and then subjected to S-score analysis [26]. The S-score algorithm, developed in our laboratory for analyzing Affymetrix arrays was applied to compare hybridization signals between two arrays from differing treatment samples. An S-score of |2| corresponds to a p = 0.0455, uncorrected for biological variability or multiple comparisons. S-scores were generated using all of the pairwise comparisons between ethanol treated controls and *Fyn* knockout mice, as well as basal differences between genotypes. The average S-scores from all individual subject pairwise comparisons were used to represent a single biological replicate in downstream analyses. Within each brain region and treatment, S-scores were divided by the greater of 1 or the group standard deviation from same/same comparisons to reduce the contribution of biological or technical noise, as described previously [17]. Array data has been deposited in the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo/) with accession number GSE 9028.

A one-class statistical analysis of microarrays (SAM) was used to within each treatment group/brain region to determine those genes with S-scores significantly different from 0 [27]. Differences in ethanol-regulation of gene expression were determined using 2-class SAM within each brain region (i.e. Fyn KO vs CTL). Within each SAM analysis S-scores were filtered for an average ≥ 1.5 or ≤ -1.5 (composite significance, p < 0.01) to focus on the most biologically robust results. All SAM analyses were filtered for a median false-discovery rate (FDR) ≤ 5%. Significant genes/probesets were subsequently subjected to k-means clustering [28] to determine coordinately-regulated gene expression patterns, and demonstrate brain-region, treatment, and genotype specific differences in gene expression.

### Bioinformatics Analysis Of Microarray Data

Toppgene Suite [29] and ErmineJ [30] were used for data exploration of functional classification among gene expression profiles using gene ontology categories, mouse phenotype data, and public pathway databases. ToppFun (functional enrichment analysis within Toppgene Suite) calculations were set to a 5% false discovery rate, with gene limits of *n* ≥ 3 and ≤ 300 to identify representative *a priori* ontological categories. ErmineJ gene set analysis was implemented for over-representation analysis (ORA) using the best scoring gene replicate and a gene score threshold of 1.5; reported p-values were corrected for the ErmineJ default of a 10% FDR. For ErmineJ analysis a custom extended myelin-associated gene set was constructed as an additional GO category based upon repeated microarray data cluster associations for myelin genes from our laboratory (Farris and Miles, unpublished data and see 17). Additional pathway analysis of statistically significant genes was done using Ingenuity Pathway Analysis (www.ingenuity.com), a curated bioinformatics resource for discovery of gene-gene interaction networks based on literature association, biological function, and cell-signaling mechanisms. 

Fyn-centric correlation networks were constructed using the intersection of Fyn knockout data herein and *Fyn* expression correlations (Pearson correlation p-value ≤ 0.01) across microrarray datasets previously generated by our laboratory from PFC of the BXD [18] and LXS (Miles and Johnson, unpublished data) recombinant inbred mouse lines (datasets GN135 and GN130, respectively, publically available at www.genenetwork.org). Due to the redundant design of Affymetrix microarrays with multiple probesets representative of a single gene, all probesets representing a single gene were considered for analysis with multiple probesets represented as a single node with the removal of duplicate edges (i.e. correlations) between two genes and self-loops among the same gene. Visualization of gene correlation networks were rendered in Cytoscape (www.cytoscape.org) [31]. Resulting Fyn-centric correlation networks were submitted to GeneMANIA (genemania.org) [32] to independently assess protein and genetic interactions, pathways, co-expression, co-localization and protein domain similarity as well as identify potential candidates not directly identified from microarray analysis. 

## Results

### Gene Expression Pattern Changes In *Fyn* Null Mice

Genome-wide expression profiling across the mesolimbocortical dopamine pathway of saline or ethanol-treated male *Fyn* null mice was conducted in order to characterize the molecular mechanisms underlying altered behavioral responses to ethanol in this mutant mouse line. 

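Medial prefrontal cortex (PFC) was profiled on Affymetrix whole-genome mouse arrays in male mice, 4 hours after an injection of saline or of 3 g/kg ethanol. Control mice were B6129SF2/J and Fyn-null mice were B6;129S7-Fyn-tm1Sor/J. The 4 groups (control saline, control ethanol, Fyn-null saline and Fyn-null ethanol) had 3 arrays each, and each array held RNA pooled from 3 mice. The paper gives 18 mice per genotype and 9 per group, whereas the sample labels give 24 and 12. Arrays of nucleus accumbens and ventral midbrain were not analysed here. Controls and Fyn-null mice were of separate stocks, so an effect of Fyn cannot be told apart from a difference of stock. Values of Fyn itself in each array are on the log2 scale. Of its 2 probe sets, the one with the higher mean was 9.31, 8.74 and 9.65 in the pools labelled control saline replicates 1, 2 and 3. It was 9.70, 9.45 and 9.33 in control ethanol replicates 1, 2 and 4. In Fyn-null saline replicates 2, 3 and 4 it was 8.89, 8.64 and 9.45, and in Fyn-null ethanol replicates 1, 2 and 3 it was 9.01, 8.75 and 8.77. The ethanol groups did not overlap, and the Fyn-null group was at -0.65 relative to controls (standard error 0.23, adjusted p = 0.241, limma). The saline groups overlapped (-0.24, standard error 0.23), because the pool labelled control saline replicate 2 had a value in the Fyn-null range and the pool labelled Fyn-null saline replicate 4 one in the control range. The other probe set lay between 7.50 and 7.95 in all 12 arrays and its groups overlapped under saline and under ethanol. It was 7.65 and 7.91 in control saline replicates 1 and 3 and 7.75 in the pool labelled Fyn-null saline replicate 4. In Fyn-null saline replicates 2 and 3 it was 7.61 and 7.50, and in the pool labelled control saline replicate 2 it was 7.53. It thus parted the saline pools in the same way, but the nearest values, 7.65 and 7.61, were close. Where the probe sets lie relative to the disrupted part of Fyn is not given in the sources used here, and a probe set outside that part would check nothing about a label. The text of the paper gives no measurement of Fyn by RT-qPCR or at the protein level in these mice, and it names no reporter or cassette in the allele.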

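A genotype score that leaves Fyn out was built after these values were seen. limma called 193 probe sets between the control ethanol and the Fyn-null ethanol arrays when only those 2 groups were fitted, 97 higher and 96 lower in Fyn-null mice. The score was scaled so that the control ethanol pools had a mean of 1 and the Fyn-null ethanol pools a mean of -1. The saline arrays took no part in choosing the probe sets. As controls and Fyn-null mice were of separate stocks, the score cannot tell genotype from stock. The score was 0.60 in control saline replicate 1 and 0.434 in control saline replicate 3. It was -1.10 in Fyn-null saline replicate 2 and -1.13 in Fyn-null saline replicate 3. In the pool labelled control saline replicate 2 it was -0.998, and in the pool labelled Fyn-null saline replicate 4 it was 0.365. On both measures each of these pools stood with the saline pools of the other genotype. Of the 6 saline pools, the 3 with the higher scores also had the 3 highest Fyn values. The labels were kept as given in every comparison, so any direction drawn from the saline pools carries this doubt. Each comparison was repeated without both pools, which left 2 arrays in each saline group, a choice made after the data were seen that by itself favours calls between the genotypes.

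**Figure D1:**
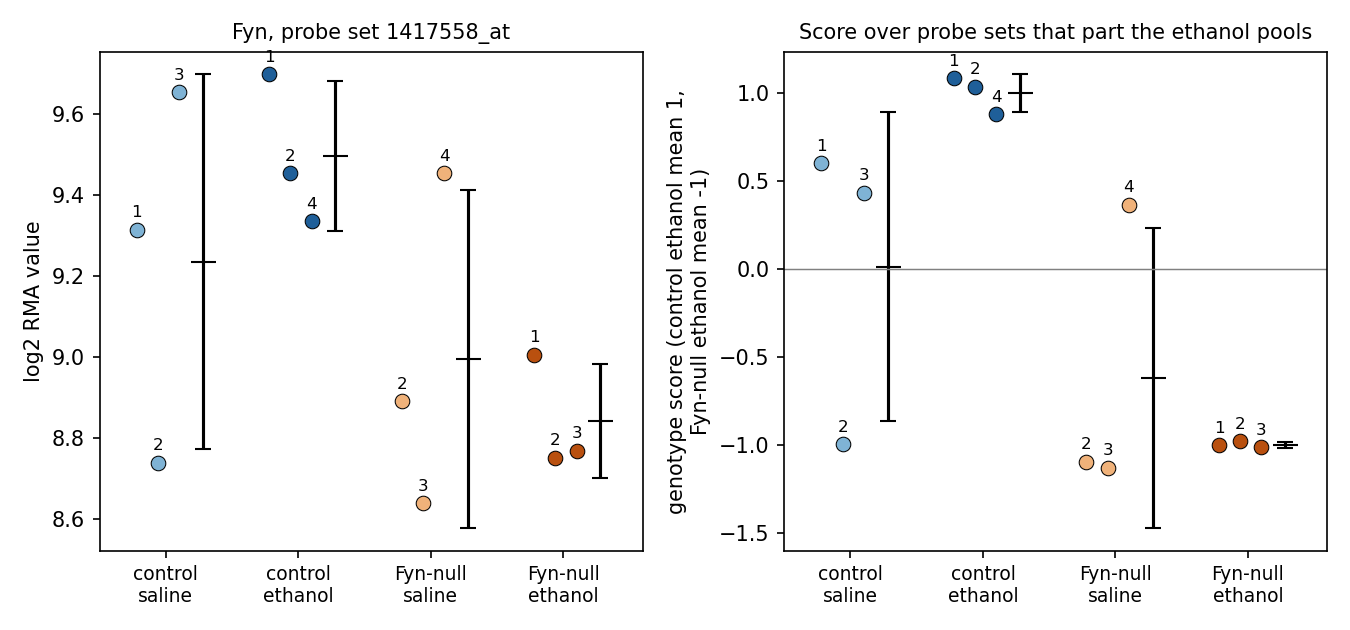
Log2 RMA value of the Fyn probe set with the higher mean (left) and genotype score (right, no unit) in each of the 12 pools by group. Points are pools with their replicate number and bars are mean ± SD (n = 3), and the pools labelled control saline replicate 2 (8.74 and -0.998) and Fyn-null saline replicate 4 (9.45 and 0.365) sit among the other genotype.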

We performed whole-genome expression profiling in the presence and absence of an acute anesthetic dose of ethanol (3 g/kg) since ethanol LORR is the most reproducible ethanol phenotype altered in Fyn null animals. Direct or indirect changes in gene expression resulting from elimination of *Fyn* were determined through one-class and two-class SAM analysis of S-scores for either basal or ethanol-responsive gene expression. 

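Array signals had been summarised and normalized by the authors with RMA in the affy package, on the log2 scale. Software versions, and whether the batch-effect step of the Methods had been applied to these values, are not given in the sources used here. S-scores are computed from probe-level intensities, which were not used here, so the values analysed are differences of log2 RMA values between groups. Array medians lay between 5.40 and 5.48, and the correlation of arrays across probe sets between 0.982 and 0.997. Control probe sets (64) and the 45% of the others with the lowest mean were left out, which left 24770 probe sets. Each was fitted with limma over all 12 arrays with 4 group means, or with genotype and treatment as additive terms, and p-values were adjusted by the Benjamini-Hochberg method. A probe set was called at an adjusted p under 0.05. The probe set with the highest mean stood for its gene, which gave 12323 genes. The number of pools per group limits the precision. The median standard error was 0.11 for a difference between groups of 3 and 0.076 for 6 pools against 6.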

Multivariate analysis using k-means clustering identified region specific patterns of gene expression (Figure 1A; Table S1); basal and ethanol-treated gene expression across each of the three brain regions was combined to increase the statistical power of k-means clustering. As expected from the overall expression distributions (Figure 1B & 1C), most clusters showed basal (KO/CTL) differences that were unique to a single or two brain regions. Several clusters showed possible trends toward differences in ethanol responses, as well as basal expression changes with the Fyn KO, particularly in the VMB (see clusters 2, 3, 4, 6, 9, 11 and 12 for VMB). 

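Single genes of PFC did not pass between the pools labelled Fyn-null saline and those labelled control saline. The smallest p-value belonged to Dubr, which encodes a long noncoding RNA and was 0.54 higher in Fyn-null mice (standard error 0.093, adjusted p = 1.00, limma, n = 3 pools per group). Also among the 10 smallest were those of Hcrtr2, the gene of an orexin receptor, at 0.31 and Vwa5b2 at -0.51. So was that of Serinc1, which encodes a serine incorporator, at -0.41. None of these passed. Serinc1 is also one of the genes that neighbour Fyn (100 on each side). limma called 0 of 24770 probe sets. An unadjusted p under 0.05 was reached by 467 (1.89%, where chance gives 5%), and SAM called 0. The groups did not overlap for 1278 probe sets (5.16%, where chance gives 10% for 3 against 3). In simulated data of this size, limma recovered 43 of 100 probe sets shifted by 0.5 and 92 of 100 shifted by 1. These rates hold where every label is right. With the doubt about a pair of labels described next, 0 calls do not exclude basal differences of these sizes. The pools labelled control saline replicate 2 and Fyn-null saline replicate 4 had the Fyn signal and the genotype score of the other genotype. Without both, a choice made after the data were seen, 44 probe sets of 29 genes were called, 8 higher and 36 lower in Fyn-null mice, with 1927 at an unadjusted p under 0.05. A split of these saline pools was part of the ground for the choice, which by itself favours calls, so this count is no evidence of a basal difference.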

Generally, differences in basal and ethanol-responsive gene expression were distributed unevenly among the three brain regions with basal alterations ranging NAC > VMB > PFC (Figure 1B) and ethanol- responses varying in the order of VMB > NAC > PFC (Figure 1C). 

**Figure 1:**
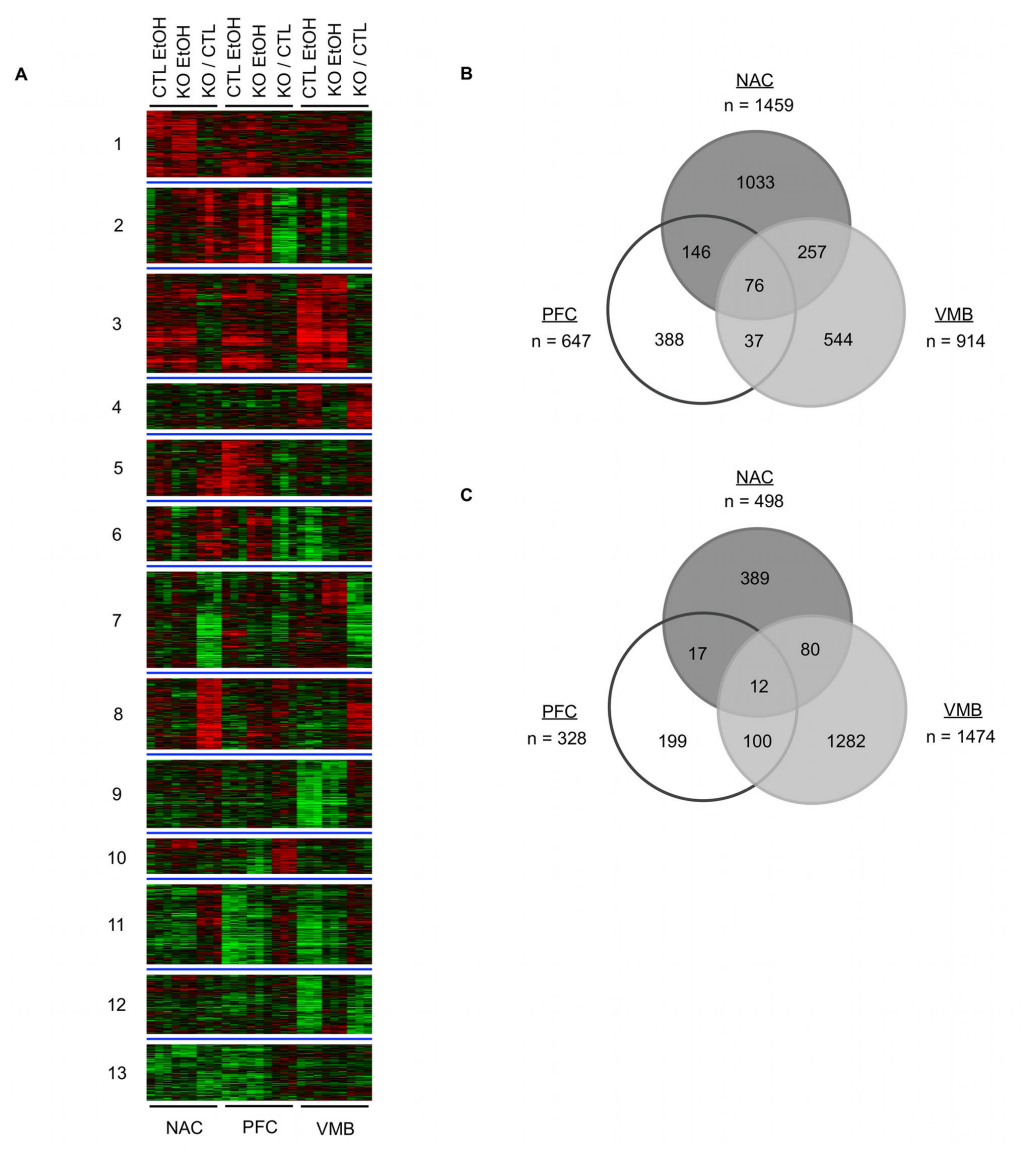
Basal and ethanol-responsive gene expression differences between *Fyn* knockout mice and controls. (A) k-Means cluster analysis of differential gene expression for S-scores; green = decreased relative expression, red = increased relative expression, black = no change in expression (Control EtOH = CTL EtOH, KO EtOH = Fyn Knockout EtOH, KO / CTL = Fyn Knockout Saline / Control Saline). (B) Venn diagram of overlapping and non-overlapping genes differentially expressed between saline treated *Fyn* knockout mice and controls. (C) Venn diagram of overlapping and non-overlapping genes differentially expressed between acute ethanol (3 g/kg) treated *Fyn* knockout mice and controls. (NAC - Nucleus Accumbens, PFC - prefrontal cortex, and VMB - ventral midbrain).

### Bioinformatic Analysis Of Basal Expression Changes In *Fyn* Null Mice

In order to assess the potential biological significance of basal expression differences due to a null mutation for *Fyn* we performed a functional over-representation analysis for each individual brain-region using the ToppGene Suite web-portal (FDR ≤ 0.05, Table 1 Basal Gene Ontology Categories; full-set available as Table S2). Evaluation of functional changes may be important for determining the role of Fyn within different brain-regions and subsequent phenotypic impact of a *Fyn* null mutation. Although some categories are certainly redundant, the overall number of differentially expressed genes for each brain-region was disproportionate to the number of significant functional groups. 

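Of 28 gene lists, written before the data were examined and tested with camera in limma, 0 passed between the pools labelled Fyn-null saline and control saline, and 0 passed with an estimated inter-gene correlation. Cholesterol synthesis genes, which serve the making of membrane lipids, had the smallest p-value, with a median log2 difference of 0.070 over 18 genes and 14 above 0 (adjusted p = 0.307). Ionotropic glutamate receptor genes had a median of 0.0084 over 12 genes (adjusted p = 0.778), and postsynaptic density scaffold genes -0.022 over 15 (adjusted p = 0.513). Potassium channel genes had a median of -0.020 over 28 genes (adjusted p = 0.353). The 17 measured genes that the paper names for the basal difference in PFC had a median of -0.031 (adjusted p = 0.425). This list holds Fyn itself and genes the paper reports as higher, such as Grin2b and Src, or lower, such as Dlg4 and Homer1. A test in one direction therefore decides nothing about the paper's report, and the study chose these genes on these samples. In no list was a gene called, over all genes or adjusted over the list alone. Some lists passed in other settings. With the mean of all probe sets of a gene, potassium channel genes passed at -0.070, glucocorticoid-responsive genes at 0.061 and the basal genes named in the paper for PFC at -0.11, and with the replicate number as a block, cholesterol synthesis genes at 0.092 and interferon-stimulated genes at 0.068. Without Fyn-null saline replicate 2, immediate early genes passed at 0.16, potassium channel genes at -0.054 and the ethanol network genes named in the paper at -0.13. Without Fyn-null saline replicate 3, immediate early genes passed with the opposite sign, at -0.096 (adjusted p = 0.0155). Cholesterol synthesis genes passed at 0.13 without control saline replicate 2 and at 0.11 without Fyn-null saline replicate 4. Labels of a pair of these pools are in doubt, control saline replicate 2 and Fyn-null saline replicate 4. With both left out, which was chosen after the data were seen and favours calls, cholesterol synthesis genes passed at a median of 0.16 (adjusted p = 0.000102), with 3 of 18 genes higher when adjusted over the list alone and 0 over all genes. They did not pass with an estimated correlation (adjusted p = 0.888).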

PFC had the smallest change in total number of genes among the three brain structures; however, the PFC also showed the largest number of significant functional categories. 

**Table 1:** Gene Ontology Over-Representation Analysis of Basal Gene Expression.

**Brain Region**	**ID**	**Gene Ontology Name**	**P-value**	**Query #**	**Genome #**
**NAC**	8022	protein C-terminus binding	0.000019	34	186
	19911	structural constituent of myelin sheath	0.000019	5	5
	5158	insulin receptor binding	0.000019	11	33
	22843	voltage-gated cation channel activity	0.046044	27	150
	7612	learning	0.007789	21	78
	50890	cognition	0.025714	30	155
	1508	regulation of action potential	0.025714	23	103
	7611	learning or memory	0.026309	28	144
	19228	regulation of action potential in neuron	0.026309	20	85
	1505	regulation of neurotransmitter levels	0.026309	27	138
	71375	cellular response to peptide hormone stimulus	0.046517	39	246
**PFC**	35254	glutamate receptor binding	0.000125	9	29
	19900	kinase binding	0.000125	28	297
	19901	protein kinase binding	0.000125	25	253
	8022	protein C-terminus binding	0.000125	20	186
	19911	structural constituent of myelin sheath	0.000125	4	5
	5250	A-type (transient outward) potassium channel activity	0.000125	3	3
	22843	voltage-gated cation channel activity	0.000125	16	150
	5516	calmodulin binding	0.000125	16	150
	17124	SH3 domain binding	0.000125	14	122
	3924	GTPase activity	0.000125	20	226
	17075	syntaxin-1 binding	0.000125	5	15
	5057	receptor signaling protein activity	0.000125	13	114
	5249	voltage-gated potassium channel activity	0.000126	12	99
	15271	outward rectifier potassium channel activity	0.000142	4	9
	15276	ligand-gated ion channel activity	0.000152	14	132
	22834	ligand-gated channel activity	0.000152	14	132
	15631	tubulin binding	0.049736	14	132
	48167	regulation of synaptic plasticity	0.000742	16	86
	50804	regulation of synaptic transmission	0.004285	22	184
	51969	regulation of transmission of nerve impulse	0.007439	22	197
	31644	regulation of neurological system process	0.007439	23	215
	6813	potassium ion transport	0.007439	21	185
	48169	regulation of long-term neuronal synaptic plasticity	0.028724	8	31
	7215	glutamate signaling pathway	0.038472	8	33
	18107	peptidyl-threonine phosphorylation	0.038472	8	34
	32886	regulation of microtubule-based process	0.038472	11	68
	31111	negative regulation of microtubule polymerization or depolymerization	0.038472	7	26
	1505	regulation of neurotransmitter levels	0.038472	16	138
	7026	negative regulation of microtubule depolymerization	0.038472	6	18
	31114	regulation of microtubule depolymerization	0.038472	6	18
	14047	glutamate secretion	0.039458	8	36
	70507	regulation of microtubule cytoskeleton organization	0.039458	10	58
	18210	peptidyl-threonine modification	0.043982	8	37
**VMB**	31644	regulation of neurological system process	0.006772	29	215
	71845	cellular component disassembly at cellular level	0.016133	30	245
	22411	cellular component disassembly	0.016133	30	249
	51969	regulation of transmission of nerve impulse	0.034958	25	197

Functional over-representation analysis of basal (saline-treated) gene expression differences between control and *Fyn* null mice within NAC, PFC, and VMB. Shown are gene ontology categories for ‘Molecular Function’ and ‘Biological Process’ with P-values corrected for a 5% FDR (A list of all categories is included in Table S2).

#### Prefrontal Cortex

The medial PFC has important modulatory effects on the dopaminergic reward system through glutamatergic feedback to the nucleus accumbens and ventral midbrain [33]. 

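Grin2b encodes the NR2B subunit of the NMDA receptor and was measured in PFC by 4 probe sets. The one with the highest mean was 0.18 in the pools labelled Fyn-null saline relative to those labelled control saline (standard error 0.16, adjusted p = 1.00, limma, n = 3). The others were 0.039, 0.13 and -0.25. No probe set of Grin2b passed. Of the genes in Table S2, 8 of glutamate receptor binding had a median of 0.037 (adjusted p = 0.522, camera) and 7 of the glutamate signaling pathway -0.031 (adjusted p = 0.199). The study chose these genes on these samples, so they are not independent evidence. The pool labelled control saline replicate 2 and the pool labelled Fyn-null saline replicate 4 carried the Fyn signal of the other genotype. Without both, as chosen after the data were seen, Grin2b was 0.29 (standard error 0.21, adjusted p = 0.783, limma), and the medians of these genes were 0.048 and -0.082.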

Functional over-representation analysis implicated *glutamate receptor binding* (GO:0035254; P-value = 0.000125) and *glutamate signaling pathway* (GO:0007215; P-value = 0.038472), with a decrease in the NMDA receptor obligatory subunit *Grin1* and increase in *Grin2b* expression. 

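Scaffold proteins of the postsynaptic density hold glutamate receptors at the synapse. Dlg4, which encodes Psd-95, was measured in PFC by 3 probe sets, and the one with the highest mean was 0.039 in the pools labelled Fyn-null saline (standard error 0.22, adjusted p = 1.00, limma, n = 3). The other probe sets of Dlg4 were -0.13 and -0.083. Homer1, which links metabotropic glutamate receptors to the NMDA receptor complex, was -0.031 by the probe set with the highest mean (standard error 0.11, adjusted p = 1.00, limma). Its 5 probe sets lay between -0.13 and -0.031, and none passed. Leaving out the pools labelled control saline replicate 2 and Fyn-null saline replicate 4, whose genotype score was that of the other genotype, was chosen after the data were seen. It gave 0.33 for Dlg4 (adjusted p = 0.788, limma) and 0.046 for Homer1 (adjusted p = 0.96).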

Other genes in these functional groups that showed basal expression differences in the *Fyn* KO, included *Dlg4* (Psd-95) and *Homer1*, which both had decreased expression in null mice. Basal variation in this system within PFC is important due to prior evidence of ethanol-mediated long-term facilitation of glutamate receptors containing the NR2B (*Grin2b*) subunit, which is phosphorylated by Fyn kinase in a brain region specific manner [34]. Glutamatergic receptors can also be regulated by other signaling proteins, including H-ras and Src [35]. 

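Src encodes a tyrosine kinase of the family of Fyn and was measured in PFC by 2 probe sets. In the pools labelled Fyn-null saline the one with the lower mean was 0.23 (standard error 0.16) and the other 0.051 (standard error 0.12) relative to control saline, with an adjusted p of 1.00 for each (limma, n = 3). Between the ethanol groups they were 0.64 (adjusted p = 0.15, limma) and 0.34 (adjusted p = 0.233), with neither passing. The basal values include a pair of pools, control saline replicate 2 and Fyn-null saline replicate 4, that had the Fyn signal of the other genotype. With both left out (chosen after seeing the data, and favouring calls between the genotypes) the basal values were 0.56 (adjusted p = 0.139, limma) and 0.071, which did not pass, and the first of them passed under ethanol (adjusted p = 0.0157).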

Of note, *Fyn* null mice exhibited increases in basal transcript abundance of *Hras* and *Src* (Table S1), possibly a compensatory response to loss of Fyn activity. 

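The genes of Table S2 for regulation of synaptic plasticity include Camk2a, a kinase of the postsynaptic density, and Map1b, a microtubule protein of axons. In PFC, 13 of them were measured, with a median log2 difference of -0.00018 between the saline pools, 6 above and 7 below 0 (adjusted p = 0.376, camera). For regulation of synaptic transmission, 18 were measured, with a median of -0.0060, 8 above and 10 below 0 (adjusted p = 0.182). No gene of either was called, over all genes or adjusted over the list alone, and as the study chose both on these samples they are not independent evidence. Without the pools labelled control saline replicate 2 and Fyn-null saline replicate 4, which stood with the other genotype, the medians were -0.0027 and -0.0035 (adjusted p = 0.809 and 0.432). This was chosen after the data were seen.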

*Hras* and *Src* were contained in several over-represented ontological categories including *regulation of synaptic plasticity* (GO:0048167, P-value = 0.000742) and *regulation of synaptic transmission* (GO:0050804, P-value = 0.004285). NMDA subunit receptor composition is altered following exposure to ethanol with a relative increase in the NR2B subunit within the membrane. This functional change in receptor subunit composition is due to H-Ras activation and inhibition of Src kinase [35]. 

#### Nucleus Accumbens

Clusters 7 and 8 (Figure 1A) showed strong inverse relationships in basal gene expression within NAC. Although the NAC is important in the neurobiology of addiction, it also has a recognized role in learning and memory [36]. Gene ontology analysis of NAC showed a broad range of categories centered on the abnormal expression of genes in Fyn knockout mice involving neuronal transmission and biological processes related to learned behavior (Table 1; Table S2). In support of these findings, *Fyn* knockout mice have been previously reported to exhibit abnormal spatial learning [37] and hyper-responsiveness to fear inducing stimuli [38]. Our expression results suggest that Fyn-dependent gene expression in NAC may contribute to these learning/memory behavioral differences in *Fyn* null mice.

#### Ventral Midbrain

Tissue from the Ventral Midbrain (VMB), encompassing the ventral tegmental area, had several clusters differentially expressed between knockouts and controls (see Clusters 4, 7, 8, and 12). The overall functional impact of these expression patterns as a whole for VMB was less obvious compared to PFC and NAC, with significant ontologies related to altered nervous system function (Table 1. GO: 0031644 & GO:0051969) and the breakdown of cellular components (Table 1. GO: 0071845, GO:0022411). 

### Myelin-Associated Gene Expression

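Myelin-associated genes of PFC were tested as a list of 29 measured genes of oligodendrocytes and the myelin sheath. Their median log2 difference was -0.032 in the pools labelled Fyn-null saline relative to control saline, with 18 genes below 0 and 11 above (adjusted p = 0.425, camera in limma). The smallest p-values of the list were those of Cldn11 at -0.26, Gsn at 0.21 and Ndrg1 at -0.18, and none passed over all genes or adjusted over the list alone. Mean levels of the list were 7.87 ± 0.029 in control saline pools and 7.84 ± 0.044 in Fyn-null saline pools (SD, n = 3). In simulated data a shift of this list by -0.3 was found at an adjusted p of 3.40e-30, and of 6.10e-05 with an estimated correlation. In the same data 1 of 25 other lists was called. That shift is far larger than the observed median and holds where every label is right. It therefore says nothing about the power to find a difference of the observed size. The pool labelled control saline replicate 2 and the pool labelled Fyn-null saline replicate 4 had the genotype score of the other genotype. Without both, chosen after the data were seen, the median was -0.032 (adjusted p = 0.428). With all pools but control saline replicate 1 it turned to 0.0027.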

As suggested by previously published research with a less extensive expression analysis [39,40], our results detected a significant decrease of myelin-associated gene expression in *Fyn* knockout mice. The 76 genes with altered basal expression overlapping across all three brain regions (Figure 1B) were over-represented for structural constituent of the myelin sheath (GO: 0019911; P-value = 0.000105 uncorrected for multiple comparisons). This ontological category, as defined by the Gene Ontology Consortium (http://www.geneontology.org/) is limited by the inclusion of only 5 myelin genes (*Mal*, *Mbp*, *Plp1*, *Tspan2*, *Mobp*), two of which (*Mbp* and *Plp1*) were decreased in *Fyn* null animals on our microarray analysis. Therefore, we extended this study to include other myelin-associated genes by using ErmineJ [30] for over-representation analysis. 

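Mbp, which encodes myelin basic protein, had 8 probe sets in PFC. In the pools labelled Fyn-null saline each was below control saline, from -0.0070 to -0.44, and none passed. The one with the highest mean was -0.15 (standard error 0.12, adjusted p = 1.00, limma, n = 3). Mal, a membrane protein of myelin, was -0.11, and Tspan2, a tetraspanin of oligodendrocytes, was -0.072. Mobp, a protein of the dense line of myelin, was 0.060 by the probe set with the highest mean and -0.29, -0.14 and -0.21 by its other probe sets. These 4 genes had a median of -0.093 with 3 below 0 (adjusted p = 0.425, camera). Between the ethanol groups Mbp was -0.34 (adjusted p = 0.226, limma). Labels of the pools control saline replicate 2 and Fyn-null saline replicate 4 are in doubt, since their Fyn signal was that of the other genotype. Without both, which was chosen after the data were seen, Mbp was -0.26 (adjusted p = 0.678, limma), its probe sets lay between -1.48 and -0.13, and Mal and Tspan2 were -0.23 and 0.081.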

We tested the over-representation of a dozen myelin-associated genes (see Methods) based on their absolute expression within each individual brain region (Figure 2A, FDR ≤ 10%). 

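In PFC the myelin genes of Table S2 that were measured, Mal, Mbp and Mobp, had a median log2 difference of -0.11 between Fyn-null and control saline pools (adjusted p = 0.199, camera). The study chose them on these samples, so they are not independent evidence. Between the ethanol groups, the 29 myelin genes had a median of -0.056 (adjusted p = 0.0708). These groups did not overlap for the Fyn probe set with the higher mean, but did for the other. Ugt8a, an enzyme that makes the galactolipids of myelin, had the smallest p-value at -0.45 (adjusted p = 0.226, limma), and no gene of the list passed. Over both treatments the list passed at a median of -0.019 (adjusted p = 0.0421), but not with an estimated inter-gene correlation (adjusted p = 0.621), and it had 0 called genes. It did not pass without control ethanol replicate 2 (adjusted p = 0.331), control saline replicate 1 (0.152), control saline replicate 2 (0.106), Fyn-null ethanol replicate 1 (0.454) or Fyn-null saline replicate 3 (0.117). With the pools labelled control saline replicate 2 and Fyn-null saline replicate 4 left out, a choice made after seeing the data because they stood with the other genotype, it did not pass (adjusted p = 0.0539). The smaller list of myelin sheath genes that the paper names was lower in Fyn-null mice and passed between the ethanol groups and over both treatments. It passed in neither comparison with an estimated correlation, nor without control ethanol replicate 2, control saline replicate 2 or Fyn-null ethanol replicate 1. Over both treatments it also did not pass without control saline replicate 1. Of its genes Mbp was -0.34 between the ethanol groups, with an adjusted p of 0.0468 over that list alone (limma). From lower basal expression of myelin genes together with its earlier work on other mouse lines, the paper proposes that hypomyelination may matter for how Fyn knockout mice respond to ethanol.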

As also shown in Figure 2C (and see Table 1 and Table S2), basal expression for these myelin genes were decreased in *Fyn* null animals within the NAC and PFC, but not the VMB, were significantly over-represented for myelin-related genes. Ingenuity Pathway Analysis of the NAC dataset (Figure 2B) further showed the functional relationship between Fyn kinase and myelin, as well as other potentially related genes such as myelin basic protein expression factor 2 repressor (*Myef2*). Our prior genomic studies also identified differential basal expression of myelin genes between C57BL/6J and DBA/2J mice [17], which show divergent behavioral responses to acute ethanol. Together these results suggest that a hypomyelination phenotype for *Fyn* knockout animals may be important for the interpretation of ethanol behavioral phenotypes in this model system. More generally, these data may suggest that coordinate differential expression of a myelin-related gene cluster and associated signaling mechanisms could contribute to acute ethanol behavioral responses. 

**Figure 2:**
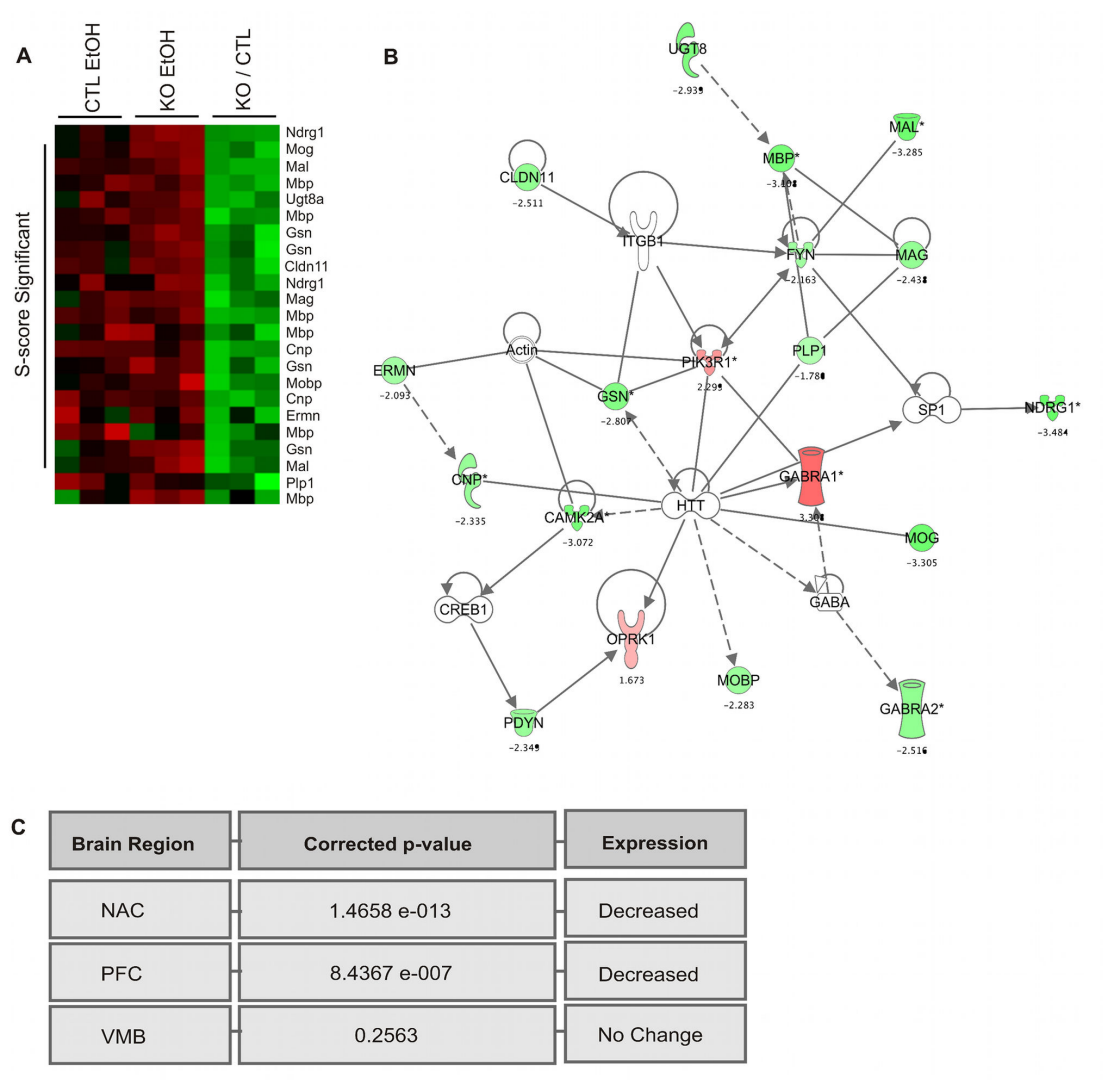
Over Representation Analysis (ORA) of Myelin-Associated Gene Expression. (A) ErmineJ heatmap of NAC gene expression showing a coherent decrease for myelin-related basal gene expression in *Fyn* knockouts compared to control. (B) Ingenuity Pathway Analysis (IPA) of myelin-related genes and literature associations; numbers shown are mean S-score of three biological replicates. Red indicates increased expression in *Fyn* knockout vs controls and green fill indicates decreased expression in the *Fyn* knockout. (C) Table display of ErmineJ corrected p-values (10% FDR) for myelin gene expression in NAC, PFC, and VMB.

### Ethanol-Responsive Gene Expression

In addition to basal differences in gene expression, differences in ethanol-evoked signaling events may contribute to altered ethanol behavioral phenotypes in Fyn kinase knockout animals. Using gene expression as a surrogate measure of signaling mechanisms altered by acute ethanol we performed microarray analysis of NAC, PFC, and VMB from knockout and control animals 4 hours post an acute ethanol exposure (Figure 1A). A 4-hour time-point was chosen due to prior studies from our laboratory showing that this time-point captured a spectrum of early, intermediate, and late gene expression responses to ethanol ([17] and data not shown). We chose a 3 g/kg (i.p.) dose of acute ethanol that has been previously used in regards to behavioral genetics of ethanol’s sedative-hypnotic effects [23]. 

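Ethanol raised genes that respond to glucocorticoid hormones in PFC of both genotypes after 4 hours. Tsc22d3, an anti-inflammatory factor, rose by 1.36 (standard error 0.065, adjusted p = 1.26e-07, limma, 6 pools against 6). Fkbp5, a chaperone of the glucocorticoid receptor, rose by 1.36 and Sgk1, a kinase that regulates ion channels, by 1.03. Mal, a membrane protein of myelin, rose by 0.53. The largest rise among genes whose pools did not overlap was that of Gm19439, a gene without a known function, at 1.88. Npas4, an activity-dependent transcription factor of neurons, fell by 1.54 (standard error 0.16, adjusted p = 0.000192, limma), and Kcnv1, a potassium channel subunit, by 1.00. Fos fell by 0.78 and Egr1 by 0.73, whereas Jun rose by 0.77. Cldn5, a tight-junction protein of the blood-brain barrier, fell by 0.64 and Slco1a4, a transporter of brain endothelium, by 0.57, whereas Slc2a1, its glucose transporter, rose by 0.71. Of 19 glucocorticoid-responsive genes 16 rose (18 when adjusted over the list alone), with a median of 0.62 (adjusted p = 5.18e-34, camera). It was the only list of 28 to pass also with an estimated correlation (adjusted p = 0.000317). Of 14 endothelial and mural genes 8 fell and 1 rose (10 and 1 adjusted over the list alone), with a median of -0.34 (adjusted p = 9.45e-05). Of 18 immediate early genes 6 fell and 1 rose (12 and 1), with a median of -0.25. limma called 1686 probe sets of 1277 genes, 640 higher and 1046 lower with ethanol. The count was 958 without control ethanol replicate 1, 1093 without control ethanol replicate 2, 930 without control saline replicate 3, 770 without Fyn-null ethanol replicate 2, 1030 without Fyn-null ethanol replicate 3 and 843 without Fyn-null saline replicate 3.

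**Figure D2:**
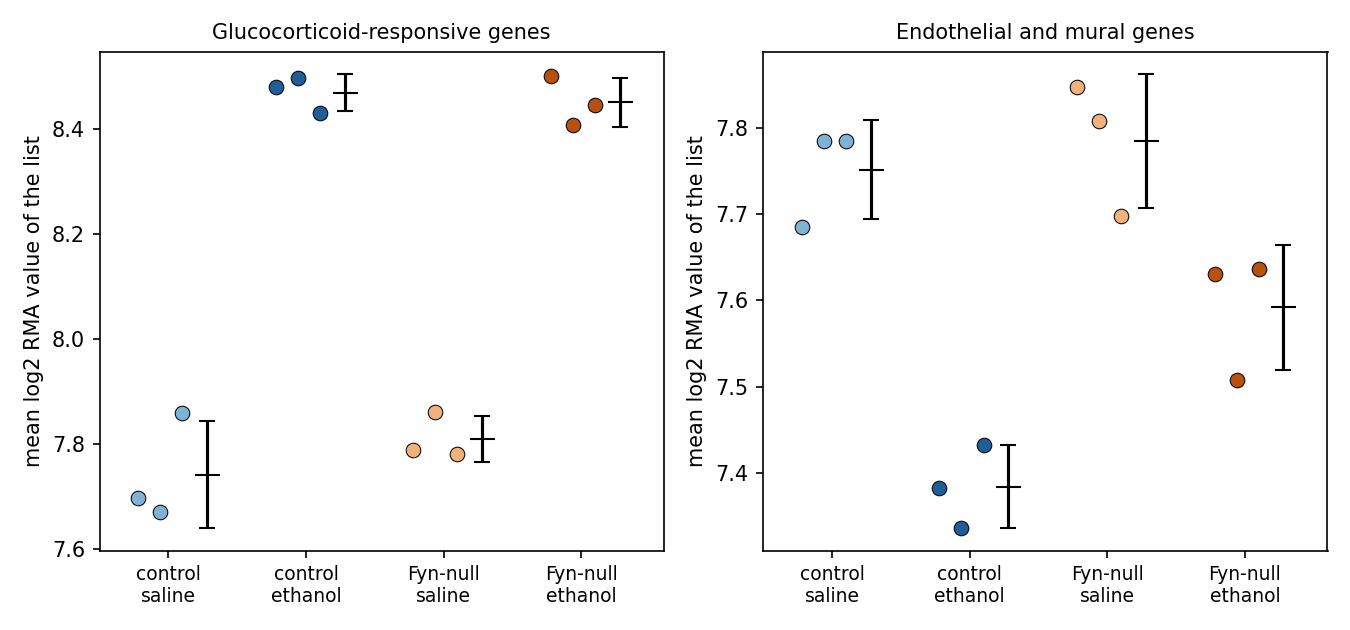
Mean log2 RMA value of the glucocorticoid-responsive genes (left) and of the endothelial and mural genes (right) in each of the 12 pools by group. Points are pools and bars are mean ± SD (n = 3). For the glucocorticoid-responsive genes the highest saline pool is at 7.86 and the lowest ethanol pool at 8.41, and for the endothelial and mural genes the lowest saline pool is at 7.69 and the highest ethanol pool at 7.64.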

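The ethanol pools also differed from the saline pools in signs of RNA quality. The log2 ratio of the 3' to the 5' probe sets of the GAPDH control was 0.052 ± 0.057 with ethanol and 0.28 ± 0.14 with saline (SD, n = 6), without overlap (two-sided exact permutation test, p = 0.00216, the smallest that 6 against 6 allow, adjusted p = 0.039 over 18 comparisons). Averaged over 4 control messenger RNAs it was 1.28 ± 0.070 with ethanol and 1.46 ± 0.12 with saline (exact p = 0.0152, adjusted p = 0.0545). One of the 4, transferrin receptor, went the other way, at 2.07 ± 0.18 with ethanol and 1.87 ± 0.13 with saline (exact p = 0.0368, adjusted p = 0.11). The 18S ribosomal ratio was 0.44 in control ethanol replicate 1, and at least 1.72 in the other arrays. With the averaged ratio as a covariate, chosen after the data were seen, all 1686 probe sets kept their direction and 83 remained called. In all, 72 probe sets were called higher and 17 lower in that setting, so that most calls were rises where most had been falls. Of the 6 lists that had passed, 5 passed in that setting, glucocorticoid-responsive genes at 0.64, endothelial and mural genes at -0.26, immediate early genes at -0.13, heat shock and chaperone genes at -0.092 and cholesterol synthesis genes at 0.16. The myelin sheath genes that the paper names did not, at 0.084 (adjusted p = 0.181, camera). Tsc22d3, Fkbp5, Npas4 and Kcnv1 were among those still called, and Fos and Egr1 were not. Also chosen after the data were seen, leaving out the pools labelled control saline replicate 2 and Fyn-null saline replicate 4, which stood with the other genotype, gave 1309 probe sets, 1061 of them among the 1686.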

Global changes in gene expression occurring similarly across all individual brain regions due to acute ethanol exposure were captured using a one-class SAM analysis and included in k-means clustering for visualization (Fig 1A, e.g. cluster 3). Differences in ethanol-responsive expression were determined using a two-class SAM analysis within each brain structure (Figure 1A & 1C). 

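In control mice Gm19439 rose by 2.02 and in Fyn-null mice by 1.74. For Tsc22d3 the rises were 1.40 and 1.32 (adjusted p = 2.77e-05 and 5.48e-05, limma, n = 3 pools per group), and for Fkbp5 1.45 and 1.28. Arrdc2, an arrestin-like gene, rose by 1.18 and 1.19, and Pdk4, a kinase that limits glucose oxidation, by 1.17 and 1.02. Rasgef1b, a Ras exchange factor, fell by 1.06 in control mice. In control mice 355 probe sets of 271 genes were called, 126 higher and 229 lower with ethanol, and SAM called 445. In Fyn-null mice 99 probe sets of 81 genes were called, 63 higher and 36 lower, and SAM called 280, 261 higher and 19 lower. The balance of rises and falls depended on the setting. In control mice most calls were falls, but higher and lower were 30 and 6 with the replicate number as a block, 11 and 7 with only the 2 groups fitted, 17 and 2 with the 3' to 5' ratio as a covariate (chosen after the data were seen), 48 and 28 without control saline replicate 3 and 45 and 42 without control ethanol replicate 1. In Fyn-null mice they were 24 and 2 with the block, 72 and 10 with only the 2 groups, 28 and 0 with the covariate and 1336 and 1445 with arrayWeights. The responses were shared, with 44 probe sets higher in both (0.32 by chance), 21 lower in both (0.33 by chance) and 0 in opposite directions. Of the 355, 338 had the same sign in Fyn-null mice, and all of the 99 had the same sign in control mice. Across probe sets, which are not independent, r was 0.56. The groups did not overlap for 5708 probe sets in control mice (23.0%) and 4482 in Fyn-null mice (18.1%). The count in control mice was 87 without control ethanol replicate 1, 104 without control ethanol replicate 2, 195 without control saline replicate 1, 120 without control saline replicate 2, 76 without control saline replicate 3, 177 without Fyn-null ethanol replicate 3 and 224 without Fyn-null saline replicate 2. That in Fyn-null mice was 46 without Fyn-null ethanol replicate 1, 35 without Fyn-null ethanol replicate 2, 33 without Fyn-null ethanol replicate 3, 40 without Fyn-null saline replicate 3 and 50 without Fyn-null saline replicate 4. The pools labelled control saline replicate 2 and Fyn-null saline replicate 4 had the Fyn signal of the other genotype. Leaving out both was chosen after the data were seen and gave 147 probe sets in control mice, 121 of them among the 355, and 54 in Fyn-null mice, 46 of them among the 99.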

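A difference between genotypes in the ethanol response was tested as an interaction in PFC. The smallest p-value was that of Pyroxd2, an oxidoreductase of mitochondria, at 1.15 (standard error 0.19, adjusted p = 0.992, limma). Mctp1, a calcium-binding membrane protein, was at -0.83, Rpgrip1, a protein of photoreceptor cilia, at 1.58, and Mamdc2 at 0.73. None of these passed. limma called 0 of 24770 probe sets, and 1023 (4.13%, where chance gives 5%) had an unadjusted p under 0.05. SAM on the pools called 340 probe sets of 251 genes. In simulated data with 100 probe sets shifted by 1, limma recovered 75 with 1 false call and SAM recovered 89 with 90 false calls. With a shift of 0.5 limma recovered 12 and SAM 34, so differences of that size would mostly be missed by limma. These rates hold where every label is right. With 90 false calls in that scheme, the 340 calls of SAM are no evidence of a difference. For the 1686 probe sets that responded over both genotypes, the median size of the response was 0.38 in control mice and 0.32 in Fyn-null mice. It was larger in control mice for 1034 and larger in Fyn-null mice for 652. Without the pools labelled control saline replicate 2 and Fyn-null saline replicate 4, which stood with the other genotype, limma again called 0 for the interaction (1091 at an unadjusted p under 0.05). This setting was chosen after the data were seen. For region-specific patterns that were hard to see by k-means, the paper proposes 2 reasons. The many changes from the higher dose left differences in ethanol responses between genotypes that were more quantitative than qualitative, and basal abundance differed prominently through loss of Fyn.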

Unlike our previous studies between B6 and D2 mice, although there were a significant number of differences in ethanol responsive genes between controls and *Fyn* null animals in each brain region (Figure 1C), region-specific ethanol patterns were difficult to discern visually using k-means clustering. This was likely due to large number of changes in expression from the higher dose of acute ethanol (i.e. one-class SAM), resulting in more quantitative rather than qualitative differences in ethanol responses between the control and null animals, as well as the prominent differences in overall basal abundance due to loss of *Fyn* (Figure 1B). Subsequently we further analyzed these resulting acute ethanol expression differences for separate brain areas using a multivariate bioinformatics approach described in Materials and Methods. Unlike over-representation analysis of basal differences (Table 1), gene ontology analysis of ethanol-responsive expression at a 5% FDR yielded few significant groups related to gene function (not shown; see Table S3 for total gene ontology results). This suggested that basal variation of system-wide changes in expression (i.e. glutamate receptor function and myelin-associated gene expression) is a stronger predictor of acute ethanol sensitivity in the Fyn kinase knockout mouse. 

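Glucocorticoid-responsive genes had a median log2 response to ethanol of 0.67 (adjusted p = 4.31e-34, camera) in control mice and 0.66 (adjusted p = 1.81e-29) in Fyn-null mice. Of 19 genes 9 rose in control mice (18 adjusted over the list alone) and 10 in Fyn-null mice (15 adjusted over the list alone). This was the only list that passed also with an estimated inter-gene correlation, in control mice (adjusted p = 0.00061) and in Fyn-null mice (adjusted p = 0.00104). Endothelial and mural genes had a median of -0.43 (adjusted p = 4.67e-06) in control mice, where 8 of 14 fell and 1 rose (10 and 1 adjusted over the list alone), and -0.22 (adjusted p = 0.00178) in Fyn-null mice, where 2 fell and 1 rose (5 and 1). Microglia genes passed in control mice at -0.23 (adjusted p = 0.00489), with 2 of 14 lower (3 adjusted over the list alone), and not in Fyn-null mice at -0.015 (adjusted p = 0.962). Immediate early genes passed in Fyn-null mice at -0.26 (adjusted p = 9.97e-06), with 2 of 18 lower and 1 higher (8 and 1 adjusted over the list alone), and not in control mice at -0.24 (adjusted p = 0.0596). Heat shock and chaperone genes passed in both, at -0.21 (adjusted p = 0.0326) and -0.15 (adjusted p = 0.0178), as did the 4 measured myelin sheath genes that the paper names, at 0.30 (adjusted p = 0.000377) and 0.16 (adjusted p = 0.0281). Cholesterol synthesis genes passed in Fyn-null mice only, at 0.20 (adjusted p = 4.38e-07), with 0 genes called. For the difference between genotypes 5 of 28 lists passed and 0 passed with an estimated correlation (adjusted p = 0.577). These were cholesterol synthesis genes at 0.25 (adjusted p = 0.000384), microglia genes at 0.25 (adjusted p = 0.00278), endothelial and mural genes at 0.20 (adjusted p = 0.0184), alcohol metabolism genes at 0.18 (adjusted p = 0.0184) and glucocorticoid-responsive genes at -0.080 (adjusted p = 0.0442). Over all genes 0 members were called. Of these 5 lists, 3 still passed with no filter, 4 with the replicate block and 4 with the 3' to 5' ratio as a covariate (chosen after the data were seen). All 5 passed with the filter of 60%, a further quantile normalization or arrayWeights. Without control saline replicate 2 none of these 5 passed, at 0.0614 for cholesterol synthesis genes and 0.163 for endothelial and mural genes. Glucocorticoid-responsive genes also lost this pass without control ethanol replicate 1 (0.102), control ethanol replicate 2 (0.0648), control saline replicate 1 (0.121), Fyn-null ethanol replicate 2 (0.137), Fyn-null saline replicate 2 (0.0573) or Fyn-null saline replicate 3 (0.105), alcohol metabolism genes without control ethanol replicate 4 (0.0658), control saline replicate 1 (0.103), Fyn-null saline replicate 3 (0.0695) or Fyn-null saline replicate 4 (0.0563), and endothelial and mural genes without Fyn-null saline replicate 4 (0.118). In control mice microglia genes did not pass without control saline replicate 2 (adjusted p = 0.0559) and heat shock and chaperone genes without control ethanol replicate 2 (0.184) or control saline replicate 1 (0.297). In Fyn-null mice heat shock and chaperone genes did not pass without Fyn-null ethanol replicate 2 (0.125), and the myelin sheath genes not without Fyn-null ethanol replicate 2 (0.151), Fyn-null ethanol replicate 3 (0.0778) or Fyn-null saline replicate 3 (0.157). With the filter of 60%, 3 of the 5 lists of control mice still passed and all 6 of Fyn-null mice. With arrayWeights or the ratio covariate all 5 of control mice and 5 of the 6 of Fyn-null mice did. Without the pools labelled control saline replicate 2 and Fyn-null saline replicate 4, which stood with the other genotype, 0 of 28 lists passed for this difference, and microglia genes no longer passed in control mice (adjusted p = 0.057). That choice was made after the data were seen.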

Alternatively, it could be that our use of a 5 % FDR is overly conservative in determining ontological groups related to gene function following a transient event such as with a single ethanol exposure on this specific genetic background. However, literature association analysis using curated resources from Ingenuity Pathway Analysis (IPA) and GeneGo did suggest network-level differences in ethanol-regulated gene expression between knockout and control animals (Figure 3 and Figures S1A and S1B) as discussed below. 

**Figure 3:**
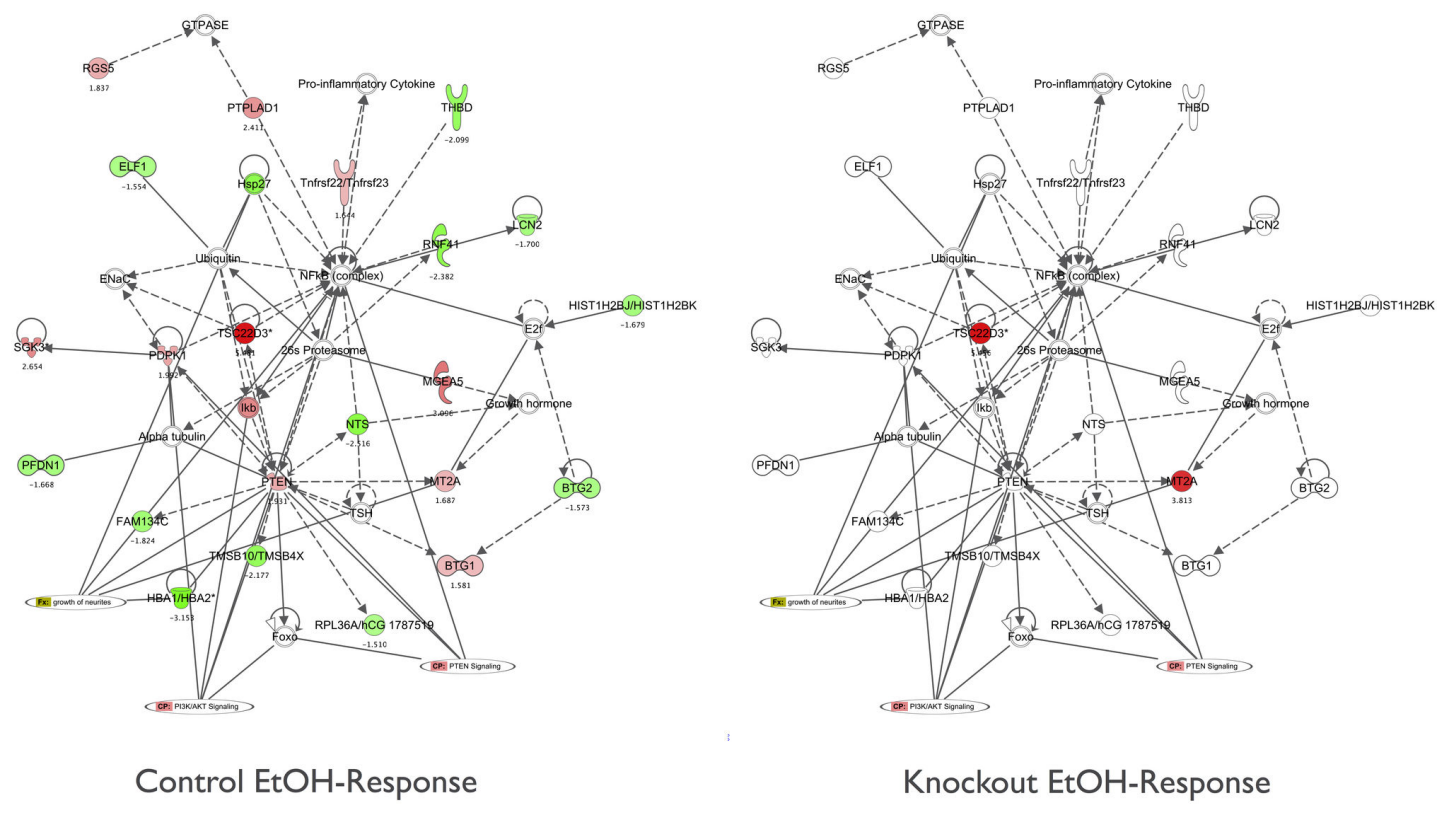
*Fyn* Knockout Animals Have Altered Ethanol-Responsive Gene Networks. Ingenuity Pathway Analysis from two-class SAM filtering for network-level differences in ethanol-responsive gene expression for the Nucleus Accumbens in control (left panel) versus Fyn knockout (right panel) mice. Genes labeled in green are down-regulated by acute ethanol; Red labeled genes are up-regulated by acute ethanol. Numbers shown are the mean S-score for 3 biological replicates. Data for additional brain regions are shown in Figure S1.

#### Nucleus Accumbens

The ethanol-responsive IPA network in Figure 3 depicts a set of functionally related genes regulated by acute ethanol in control animals essentially blocked in their mRNA regulation by ethanol in animals carrying a *Fyn* null mutation. Members of this network are involved in the phosphoinositide 3-kinase (PI3K), AKT and phosphatase and tensin homolog (PTEN) signaling pathways. Acute ethanol administration causes a coordinate activation of the AKT signaling pathway within NAC that when inhibited leads to a reduction in binge drinking and ethanol self-administration [41]. Taken together, these published data and our array results suggest that this Akt/PI3k/Pten network may function both in modulating basal ethanol seeking behavior and Fyn-dependent adaptive responses to ethanol exposure. 

#### Prefrontal Cortex

Several genes related to axonal guidance, long-term potentiation and synaptic transmission were regulated by acute ethanol within PFC of *Fyn* null animals, but non-responsive in controls in the network displayed in Figure S1A. For example, expression of brain derived neurotrophic factor (Bdnf) and synaptophysin (*Syp*) were decreased while *Kcnma1*, *Arl6ip5* and *Camkk2* were increased by acute ethanol in PFC of *Fyn* null animals (Figure S1A, lower panel) but were not regulated by ethanol in controls (Figure S1A, upper panel). This suggests that, in contrast to the Akt/PI3k/Pten cascade in NAC mentioned above, signaling mechanisms regulating these members of the Figure S1A gene network were more sensitive to ethanol in the Fyn null animals than in controls.

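Bdnf, the gene of a neurotrophin that acts on synaptic plasticity, fell by 0.59 with ethanol in PFC of Fyn-null mice (probe set with the higher mean, standard error 0.11, adjusted p = 0.0495, limma, n = 3). In control mice it was -0.13 (adjusted p = 0.546). The difference between genotypes was -0.47 (standard error 0.16, adjusted p = 0.992) and did not pass. Its other probe set was -0.61 in Fyn-null mice (adjusted p = 0.0628) and -0.34 in control mice (adjusted p = 0.181). Syp, the gene of a synaptic vesicle protein, was -0.32 in Fyn-null mice (adjusted p = 0.298, limma) and -0.065 in control mice. Kcnma1, a calcium-activated potassium channel, was 0.46 (adjusted p = 0.121) and 0.10, and Camkk2, a kinase of calcium signaling, was 0.40 (adjusted p = 0.432) and 0.067. None of these passed in either genotype, and none of the differences between genotypes passed (-0.25, 0.36 and 0.33). Without Fyn-null saline replicate 2, Kcnma1 passed in Fyn-null mice at 0.60 (adjusted p = 0.0207, limma). The adjusted p of Bdnf in Fyn-null mice was 0.0348 without control saline replicate 3. Leaving out any one of the other 11 arrays ended the call, at adjusted p-values from 0.0593 without Fyn-null saline replicate 4 to 0.197 without Fyn-null saline replicate 3. Without both pools that stood with the other genotype, control saline replicate 2 and Fyn-null saline replicate 4, it was -0.67 (adjusted p = 0.0658, limma), as chosen after the data were seen.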

Altered ethanol regulation of *Bdnf* in the *Fyn* null animals is a particularly interesting finding given the role of BDNF in synaptic plasticity and documentation of *Bdnf* regulation by ethanol and other drugs of abuse. For example, increased abundance of BDNF in PFC following cocaine withdrawal facilitates activity induced long-term potentiation [42]. Acute ethanol exposure can lead to increased levels of *Bdnf* mRNA in striatum [17], and altered voluntary ethanol intake occurs in mice with dysregulation of BDNF expression in the cortico-striatal network [43]. 

#### Ventral Midbrain

Top-ranked IPA networks for ethanol-responsive differences within VMB were broadly related to RNA processing, cell signaling, and neurogenesis (Table S2). For example, ethanol regulation of *Epha7* gene expression was in opposite directions between Fyn null mice and controls (Figure S1B) and multiple other members of this same network showed diminished responses to ethanol with Fyn deletion. Ephrin receptors are one of the largest families of tyrosine kinases with an important role in neurodevelopment and synaptic function [44]. Epha7 phosphorylates Erk [45], which regulate the expression of genes involved in numerous processes including neuronal development and plasticity [46]. As shown in Figure S1B, multiple genes interacting with Erk signaling were regulated by acute ethanol with VMB of control animals (upper panel), but not with *Fyn* null mice (lower panel). 

However, the most striking feature of the VMB network shown in Figure S1B was that acute ethanol decreased expression for a large category of genes related to RNA processing in controls, but the same genes were unresponsive in *Fyn* knockout animals (Figure S1B, lower panel). Similarly, the mRNA expression of *Dicer1* was increased in control animals, but not regulated in knockouts. Dicer is critical in mouse development [47], processing of microRNAs that in turn regulate mRNA expression [48], and has a functional role in midbrain dopaminergic neurons and associated behaviors [49]. Our analysis suggests that signaling events regulating a VMB RNA processing gene network are modulated by ethanol in a Fyn kinase-dependent manner. Whether this molecular pathway may regulate acute ethanol sensitivity or adaptive responses to chronic ethanol remains to be determined. However, RNA processing was also identified in a systems genetic analysis of alcohol sensitivity in *Drosophila melanogaster* [50]. 

The IPA networks discussed above suggest significant network-level brain region selective effects of Fyn deletion on ethanol-responsive gene expression, in contrast to the more subtle brain region differences of ethanol responses noted in the cluster analysis of Figure 1. This is further emphasized in Figure S1C where summation of S-scores are shown to be strikingly different between controls and *Fyn* null animals across the PFC, NAC and VMB networks.

### Fyn-Related Gene Network Analysis For LORR

Null mutations of *Fyn* increase duration of the loss of righting reflex (LORR) response to acute ethanol [3-5]. In order to further assess molecular mechanisms for *Fyn* involvement in ethanol LORR, we compared our microarray analysis of *Fyn* null mice with gene expression correlates of LORR or *Fyn* expression across panels of recombinant inbred mice (Figure 4A). PFC microarray data was used for this analysis due to its availability and since the PFC dissections include adjacent motor cortex [17] and we have shown that selective modulation of PFC gene expression can alter ethanol LORR [19]. As described in Methods, *Fyn* gene expression correlates (Pearson correlation p-value < 0.01) were derived in PFC across the BXD (n = 29) [18] and LXS (n = 42) recombinant inbred mouse lines. Additionally, we identified BXD PFC gene expression correlating with a previously published LORR study across BXD RI mice (GeneNetwork ID: 10589 [51]). Overlapping data from these three microarray correlation gene sets together with the basal expression differences identified here in the Fyn null mice (Figure 1, Table S1) allowed definition of a Fyn-LORR gene network (Figure 4A; Figure S2).

**Figure 4:**
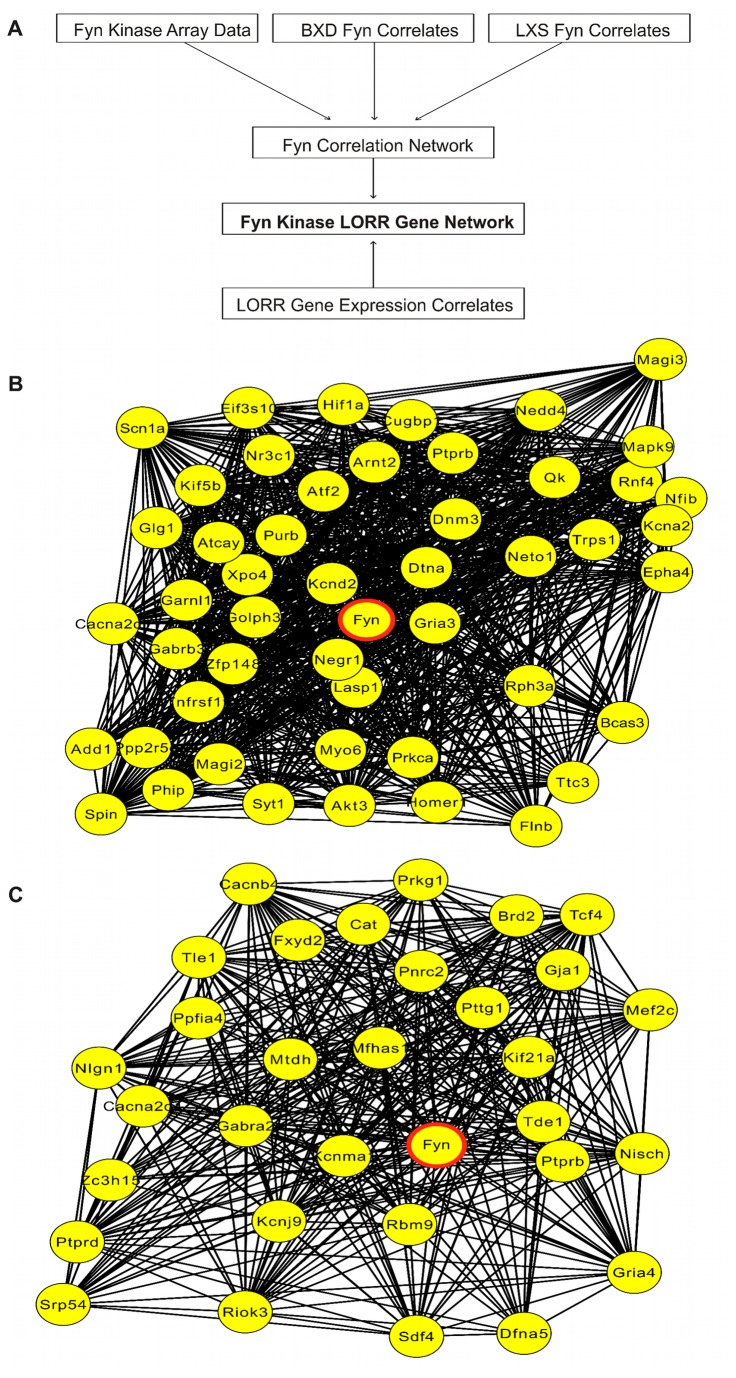
Fyn-LORR Correlation Network within PFC. Network analysis of concurrent variation of gene expression amongst PFC *Fyn* knockout array data, *Fyn* expression correlates across the BXD RI PFC, *Fyn* expression correlates across the LXS RI PFC, and LORR – BXD gene expression correlates in PFC. (A) Diagram of general approach used to define a Fyn-dependent gene network for the loss of righting reflex behavior. (B) Basal Fyn-dependent gene network showing correlations among BXD RI RMA saline dataset (node connections indicate correlation p-value ≤ 0.01). (C) Ethanol-responsive Fyn-dependent gene network showing correlations among BXD RI S-score dataset (p-value ≤ 0.01). Red circle indicates position of *Fyn*.

Analysis of basal gene expression from the *Fyn* null mice by the scheme mentioned above identified a network of 50 highly inter-correlated genes (Figure 4B, Table S4); the first principal component of these 50 genes significantly correlated to LORR (r = -0.83, p-value = 5.05 E-06; Figure 5, left lower panel). 

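Of the 50 genes of Table S4, 44 were measured in PFC. Between the pools labelled Fyn-null saline and control saline their median log2 difference was -0.038, with 28 below and 16 above 0 (adjusted p = 0.114, camera, and 0.529 with an estimated correlation). No gene was called over all genes or adjusted over the list alone. As the study chose these genes on these samples, they are not independent evidence. Qk, whose protein binds Mbp messenger RNA, was -0.23 (standard error 0.12, adjusted p = 1.00, limma, n = 3). Among genes of the postsynaptic density, Neto1, an auxiliary protein of the NMDA receptor, was -0.043, the potassium channel gene Kcnd2 0.032, the dynamin gene Dnm3 0.090 and the AMPA receptor gene Gria3 -0.019. The pool labelled control saline replicate 2 and that labelled Fyn-null saline replicate 4 had the genotype score of the other genotype. Without both the median was -0.0040 (adjusted p = 0.432), Qk was -0.23 (adjusted p = 0.774, limma), and Neto1, Kcnd2, Dnm3 and Gria3 were -0.097, 0.12, 0.16 and -0.082, a setting chosen after the data were seen.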

Functional over-representation analysis of this gene network highlighted ion channel activity, function/localization to the post-synaptic density and dendritic spines, and regulation of action potentials (Table S5) as over-represented groups. *Neto1*, *Kcnd2*, *Dnm3*, *Gria3*, and *Homer1* are all localized to the post-synaptic density and also may play a role in modulating synaptic N-methyl-D-aspartic (NMDA) acid receptor function. *Neto1* knockout mice have abnormal long-term potentiation, learning, and memory due to altered NMDAR subtype abundance [52]. *Kcnd2*, also known as *Kv4.2*, is a voltage-gated potassium channel that regulates spontaneous NMDAR activation and downstream calcium signaling mechanisms [53]. *Dnm3* is a binding partner of *Homer1* [54] a scaffolding protein associated with type1 metabotropic glutamate receptors and the NMDAR complex. The ionotropic glutamate receptor *Gria3* is a member of the AMPA-receptor family, which facilitate fast excitatory synaptic transmission. Thus, although the literature suggests a dominant role of NR2B NMDA receptor subunit function in Fyn modulation of ethanol behaviors, our genomic analysis results suggest that the Fyn-dependent behavioral phenotypes may also be modulated through several genes related to glutamate function and possibly additional mechanisms as well (see discussion below on myelin). 

**Figure 5:**
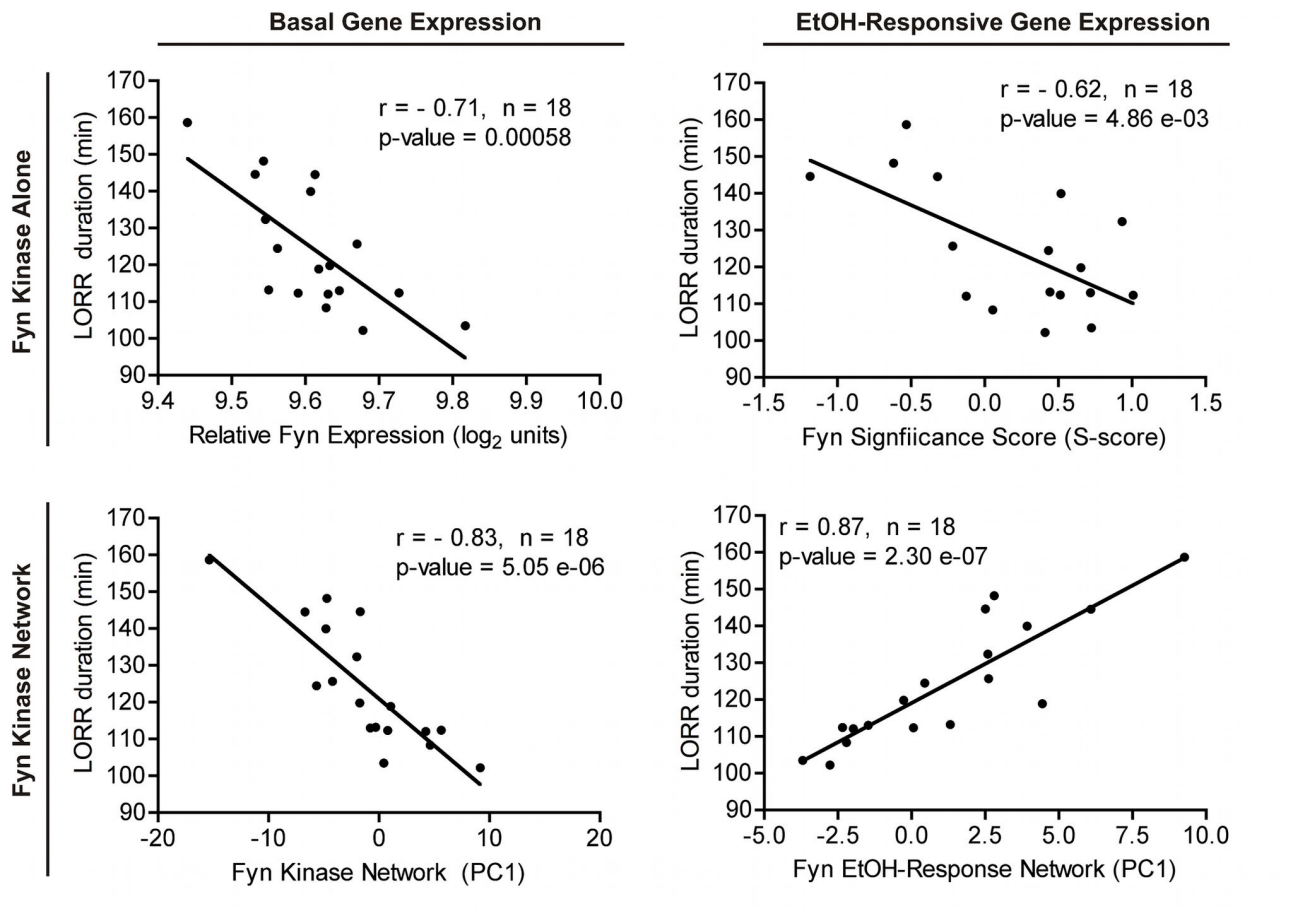
*In* *silico* correlation analysis of Fyn, Fyn gene networks and LORR behavior. Pearson product moment correlations analysis of basal saline (RMA) gene expression (right panels) and ethanol-responsive (S-score) expression (left panels) versus ethanol LORR behavior (Rodriguez et al., 1995; WebQTL Record ID: 10589). Expression for *Fyn* (upper panels) or Fyn-dependent networks (lower panels) from Figure 4B and 4C are plotted versus LORR. For Fyn-dependent networks, the first principal component (PC1) for expression of all genes in the network was used for correlations with LORR. PC1 values are relative and do not indicate overall positive or negative correlations with LORR.

In addition to the glutamate-related ion channels and support proteins mentioned above, *Kcna2*, *Gabrb3*, *Cacna2d1*, *Scn1a* were present in Figure 4B, suggesting Fyn kinase signaling is interconnected with regulation of gene expression for multiple ion channels. 

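In PFC the basal log2 difference was -0.14 for Kcna2, a voltage-gated potassium channel of axons (standard error 0.10, adjusted p = 1.00, limma, n = 3 pools per group). For Scn1a, a voltage-gated sodium channel, it was -0.082, and for Cacna2d1, an auxiliary subunit of calcium channels, 0.036. None passed. Without the pools labelled control saline replicate 2 and Fyn-null saline replicate 4, whose Fyn signal was that of the other genotype, the values were -0.15, -0.015 and 0.058, and none passed. Leaving these pools out was chosen after the data were seen.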

The beta-3 subunit of GABA-A receptor has been previously reported to be functionally altered in *Fyn* kinase knockout mice, contributing to reduced LORR sensitivity with etomidate, a beta-2/beta-3 selective compound [55]. *Scn1a* is expressed in the nodes of Ranvier of motor neurons, regulating the propagation of action potentials [56], and resides on Chr 2 within a QTL for alcohol preference [57], although no actual link to ethanol behaviors has been shown for this gene.

The Fyn-dependent basal gene network was also significantly over-represented for ‘abnormal white matter morphology’ (p-value = 0.000003; MP:0008026), and as shown in Figure 2, white matter related genes were significantly decreased in the PFC of *Fyn* knockout mice. *Fyn* expression was also correlated to Quaking (*Qk*) (Figure 2B), which is known to regulate the transport of *Mbp* mRNA from the nucleus [58]. *Fyn* specifically regulates the activity of Quaking through phosphorylation of tyrosine residues for binding *Mbp* mRNA within the C-terminal domain of Quaking [59]. Thus, a Fyn-dependent, myelin-related gene expression network altered in Figure 2B could contribute to Fyn modulation of ethanol LORR. 

In addition to differences in basal gene expression that may contribute to variation in acute ethanol sensitivity of *Fyn* null mice, the LORR behavior may also be influenced by differences in acute ethanol-evoked signaling events. Again using S-score analysis as a measurement of ethanol-responsive gene expression (i.e. EtOH/Saline), we used the experimental design outlined in Figure 4A, with ethanol-responsive gene expression values from the various datasets for correlation to Fyn or LORR, to identify a set of 32 distinct genes across the four different datasets (Figure 4C, Table S6). 

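Of the 32 genes of Table S6, 30 were measured in PFC. Their median log2 response to ethanol was 0.026 in control mice (adjusted p = 0.128, camera) and 0.00032 in Fyn-null mice (adjusted p = 0.493). The median of the difference between genotypes was 0.019 (adjusted p = 0.969). Over all genes 1 was called, Ptprb, lower in control mice (1 higher and 2 lower adjusted over the list alone), and 0 were called in Fyn-null mice (1 higher adjusted over the list alone). For the difference between genotypes 0 were called. The study chose these genes on these samples, so they are not independent evidence. The saline pools include control saline replicate 2 and Fyn-null saline replicate 4, which stood with the other genotype. Without both, chosen after the data were seen, the medians were -0.029 in control and 0.050 in Fyn-null mice.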

The first principal component of the ethanol-responsive network was significantly correlated to the LORR (r = 0.87, p-value = 2.30 e-07), greater in magnitude than for Fyn kinase ethanol-response alone (Figure 5, right panels), suggesting that signaling events modulating these ethanol-responsive genes may also be involved in ethanol LORR behavior. 

Of the 32 genes identified by analysis of Fyn/LORR correlates of ethanol-responsive gene expression across *Fyn* null and recombinant inbred lines (Figure 4C), only 2 genes (*Cacna2d1* and *Ptprb*) were in common with the basal network (Figure 4B) other than Fyn kinase itself, suggesting the ethanol-responsive network is largely distinct from basal differences in expression. However, although the individual genes differed, this Fyn centric ethanol-responsive network was over-represented for functional categories related to ion channels (Table S7), as seen with basal Fyn network; notably including *Kcnj9*, *Cacnb4*, *Kcnma1*, and *Gabra2*. Several of these genes have been characterized for their association with ethanol-related phenotypes in mice and humans, although their association with Fyn kinase has not previously been identified. In particular, *Kcnj9* has been identified as a potential quantitative trait gene (QTG) for sedative-hypnotic withdrawal from ethanol [60], residing on mouse chromosome 1 syntenic to region of human chromosome 1 that has been identified for alcohol dependence [61-63]. 

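Ptprb encodes a receptor tyrosine phosphatase of blood vessels. It fell by 0.52 with ethanol in PFC of control mice (standard error 0.092, adjusted p = 0.0214, limma, n = 3) and was -0.21 in Fyn-null mice (adjusted p = 0.397). The difference between genotypes, 0.30, did not pass (adjusted p = 0.992, limma). Between saline pools it was -0.11. Cacna2d1, a subunit of calcium channels, was -0.080 with ethanol in control mice and -0.055 in Fyn-null mice, and neither passed. The fall of Ptprb no longer passed without control ethanol replicate 1 (adjusted p = 0.0851, limma), control ethanol replicate 2 (0.0718), control saline replicate 2 (0.0708) or control saline replicate 3 (0.0743). It was -0.47 (adjusted p = 0.0616, limma) without the pools labelled control saline replicate 2 and Fyn-null saline replicate 4, whose genotype score was that of the other genotype, a choice made after the data were seen.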

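Kcnj9, a G protein-gated potassium channel gene, was -0.44 with ethanol in PFC of control mice (standard error 0.10, adjusted p = 0.0597, limma, n = 3) and -0.039 in Fyn-null mice, a difference of 0.40 (adjusted p = 0.992, limma). Gabra2, a subunit of the GABA-A receptor, was -0.015 and -0.46, and Cacnb4, a calcium channel subunit, -0.045 and 0.071. None passed in either genotype or in the difference between genotypes. With one array left out, Kcnj9 passed in control mice without Fyn-null saline replicate 3 (adjusted p = 0.0327, limma) and without Fyn-null saline replicate 4 (0.0397). Over both treatments Gabra2 was -0.54 in Fyn-null mice relative to controls (standard error 0.18, adjusted p = 0.343, limma). Without the saline pools labelled control replicate 2 and Fyn-null replicate 4, which had the Fyn signal of the other genotype, this value was -0.73 and passed (adjusted p = 0.0179, limma). In that setting, chosen after the data were seen and favouring calls between the genotypes, Kcnj9 in control mice was -0.41 (adjusted p = 0.0963, limma).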

Single nucleotide polymorphisms in *Gabra2* are associated with alcohol-elicited cues in the medial frontal cortical area [64], alcohol dependence [65], and acute effects of ethanol in humans [66]. Genetic knock-in of an ethanol insensitive mutant for *Gabra2* in mice causes increased acute ethanol-induced hypnosis, loss of motor stimulation, and altered ethanol-drinking behavior [67]. In respect to *Kcnma1*, acute ethanol is also known to modulate the voltage and Ca^++^ sensitivity of the BK potassium channel [68] causing acute intoxication in the model organism *Caenorhabditis elegans* [69]. 

The resulting Fyn-related basal and ethanol-responsive gene networks were submitted to GeneMANIA (www.genemania.org) [32] to both validate our networks across multiple external datasets related to gene co-expression, genetic interaction, and protein interaction, and perhaps identify network members missed in our analysis. The networks from GeneMANIA are qualitatively similar to our networks within PFC, suggesting these genes have tightly inter-related functional and regulatory mechanisms. Approximately 65% of all links between two genes within the basal network were due to protein-protein interactions (i.e. physical interactions) (Figure 6A). Although not a direct proof of causality, this GeneMANIA analysis thus provided strong *in silico* evidence supporting our microarray-derived Fyn-centric networks correlating with LORR behavior. The ethanol-responsive network (Figure 6B) was slightly different with approximately 81% of all connections derived from co-expression of genes; however, a subset of genes may physically interact with Fyn kinase. GeneMANIA datasets do not necessarily address gene-gene interactions following ethanol exposure and thus may underestimate the degree of physical interactions under our particular experimental conditions. 

**Figure 6:**
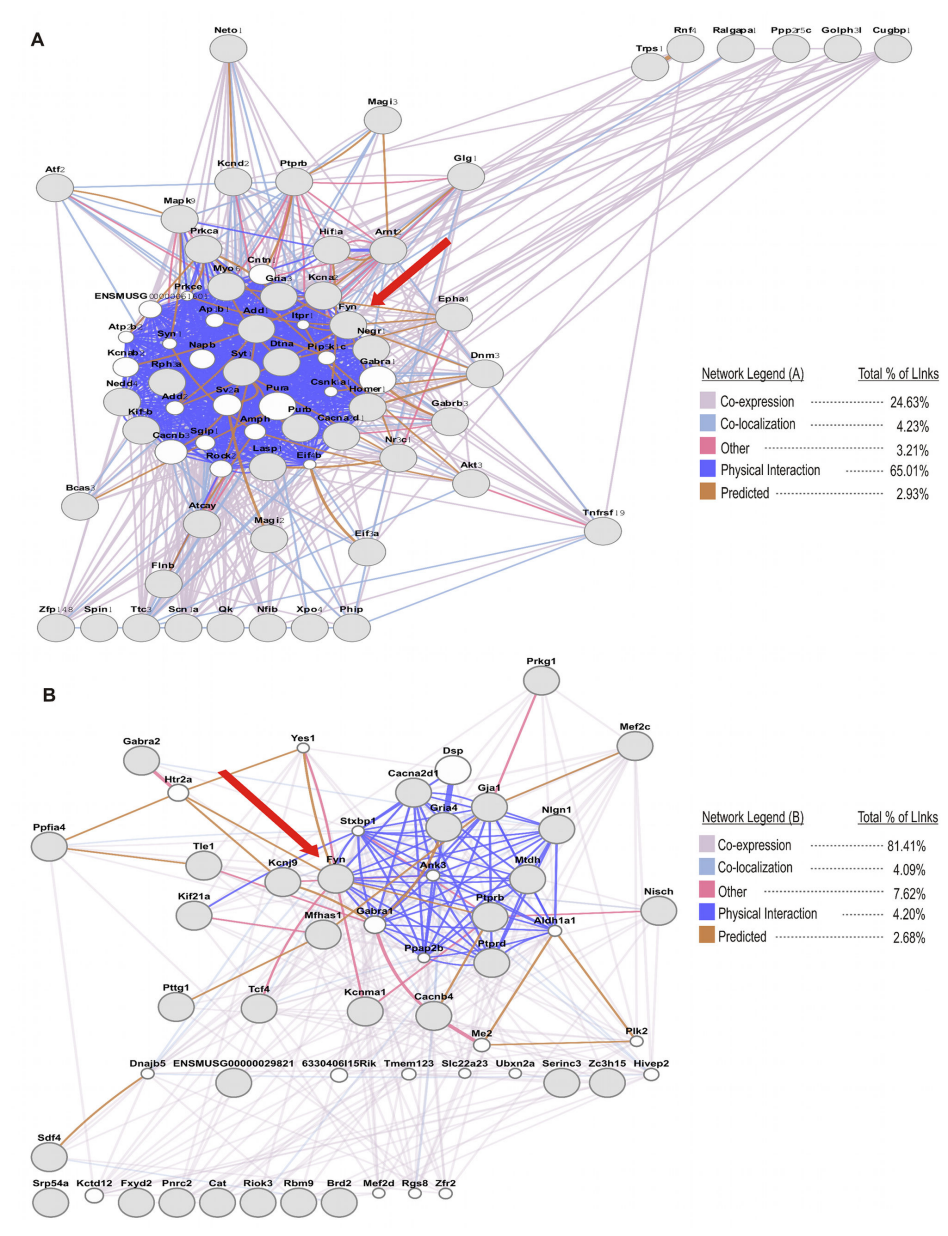
Independent assessment of Fyn kinase correlation networks. GeneMANIA web-tool (http://genemania.org/) analysis using public resources for Fyn-related gene expression networks: (A) Reconstruction of basal network from Figure 4B. (C) Reconstruction of ethanol-responsive network from Figure 4C. Grey nodes are query genes and white nodes are genes predicted form the GeneMANIA algorithm. Red arrow indicates the location of Fyn kinase.

GeneMANIA predicted the membership of multiple other candidate genes to both the basal and ethanol-responsive networks (Figure 6, nodes labeled in white). Notably, the analysis predicted the neurotrophic receptor *Ntrk2* and the phosphatase *Pten* within the basal network, and a subunit for the serotonin (*Htr2a*) and GABA-A (*Gabra1*) receptor within the ethanol-response network. All of these genes have been previously reported to have associations with the molecular and behavioral responses to ethanol. Thus, our analysis has defined a set of Fyn-related correlation networks from the measurement of steady state mRNA following either an acute dose of saline (basal) or ethanol. Overlapping these results with behavioral correlates of the loss of righting reflex across the BXD RI lines has led to the identification of Fyn-related gene networks that may have a functional role in acute sensitivity to ethanol, as seen with LORR. 

## Discussion

Fyn kinase has been reported previously to modulate the sedative-hypnotic effects of ethanol as determined by assessing LORR behavior [3-5]. This modulation of ethanol LORR has generally been ascribed to a direct role of Fyn kinase on modulation of ethanol-induced acute functional tolerance by phosphorylation of the NR2B subunit of NMDA receptors. Herein, we have conducted a genomic analysis of the mesocorticolimbic system from *Fyn* knockout mice in the presence and absence of ethanol to determine gene expression patterns associated with LORR that may have underlying associations beyond a single null mutation. Our results suggest several gene network level alterations in Fyn null mice that may also contribute to the modulation of ethanol-induced LORR, a behavioral phenotype characterized by both initial sensitivity and acute functional tolerance [70,71].

Our *in silico* analysis using the GeneNetwork resource showed that variation in the expression of *Fyn* within PFC is significantly correlated to a published report of the LORR across the BXD recombinant inbred strains of mice. Additionally, *Fyn* and LORR are correlated to a common set of genes altered in the *Fyn* knockout mouse, suggesting a *Fyn*-related network of genes influencing this behavioral phenotype. In agreement with previous research, our array analysis also suggested a deregulation of glutamatergic and GABAergic function in *Fyn* -/- mice; however, our analysis also suggest multiple other systems are perturbed in their expression, especially those related to myelin-associated gene expression. Our genomic study thus provides new insight as to the possible mechanisms of Fyn signaling in behavioral sensitivity to ethanol, and may contribute to the broader understanding of LORR and acute functional tolerance.

Basal abundance of myelin-associated gene expression was significantly disrupted in forebrain of *Fyn* knockout mice (Figure 2). Myelin gene and protein expression is impaired in the frontal cortex of alcoholics [72,73] and is suggested to be a dynamic aspect of substance abuse and comorbid disorders such as schizophrenia [74]. Differential expression of basal and acute ethanol-responsive myelin gene expression within medial PFC has also been previously suggested as an important aspect of lasting ethanol behavioral phenotypic differences between B6 and D2 mice [17]. Myelin gene expression has been shown to also be dynamically regulated by synaptic activity [75]. This suggests that these myelin gene network perturbations in *Fyn* null mice might actively alter neuronal signaling and plasticity. We thus hypothesize that variation of myelin-associated gene expression is a contributing factor in the sedative-hypnotic effects of ethanol and contributes to the previously documented changes in ethanol LORR with *Fyn* null mice. This also raises the possibility that variation in myelin gene expression might alter other behavioral responses to ethanol. Ongoing studies in our laboratory are aimed at exploring this possibility.

In addition to changes in myelin gene expression basally, the Fyn null mutation also produced considerable alterations in ethanol-responsive gene expression networks (see Figure 3 and Figure S1). Although limited to some degree by a single dose and time point of ethanol exposure, our targeted network analysis generates testable hypotheses for mechanistic studies on how the Fyn null mutation alters brain response to acute or chronic ethanol. Although beyond the scope of the current study, a full dose response and time course on ethanol-evoked changes in gene expression could have added insight on whether aspects of the genomic responses identified here might have a role in components of ethanol LORR, such as initial sensitivity and acute functional tolerance [70,71,76]. Similarly, studies on both male and female animals would have further broadened the implications of our studies. Whether these alterations in ethanol-responsive gene networks between the control vs. Fyn null animals are a direct downstream effect of Fyn signaling or due to more indirect developmental compensation issues within the knockout animals remains to be determined. Regardless, these alterations in ethanol-responsive gene expression could have important implications for downstream molecular and behavioral adaptive events occurring with chronic ethanol exposure.

Acute functional tolerance due to rapid molecular neuroadaptations to acute ethanol effects on brain signaling events is thought to play an important role in the duration of ethanol LORR [23,76]. Phosphorylation of the NMDA receptor subunit NR2B via Fyn kinase may account for one mechanism involved in this behavioral adaptation to acute ethanol [4,77]. Our analysis has focused exclusively on coordinate expression of steady-state mRNA and does not directly reflect phosphorylation events, other post-translation modifications, or changes in protein expression. Concordance between gene expression and protein levels is not always a simple linear relationship and may depend on the individual genes, local environment, preexisting conditions, the model organism in question, or protein half-life [78]. Although protein abundance and function are important for cellular machinery, transcript abundance may be more predictive of the overt phenotype and response to environmental stimuli [79]. 

In conclusion we have characterized a set of gene expression networks important in the modulation of acute ethanol sensitivity (LORR) within a *Fyn* knockout mouse. Our results are consistent with previous research related to Fyn kinase and ethanol behavioral phenotypes previously reported in the literature; however, they suggest a novel gene network perspective within individual brain regions contributing to altered acute ethanol sensitivity in *Fyn* kinase null mice. Convergent results from three different microarray studies and genes correlating with the LORR identified a significant network within PFC related to acute ethanol behavioral sensitivity. In particular, basal variation in gene expression identified a set of genes related through protein-protein interaction, including Fyn kinase. Thus these results suggest that Fyn interaction with a network of genes, including a group related to myelin structure and function, may modify the sedative-hypnotic properties of ethanol. Although not a prominent correlation in all published studies [80], the inverse relationship between acute ethanol sensitivity and the magnitude of long-term drinking behavior both in humans and animal models suggests that these Fyn-centric networks could also be part of the molecular factors influencing ethanol consumption, and possibly contribute to genetic mechanisms governing predisposition to AUD.

## Supporting Information

Figure S1 **Ingenuity pathway analysis networks for ethanol responsive gene expression in prefrontal Cortex (**A**), and ventral midbrain (**B**).** Upper panels show ethanol-responsive gene expression in controls and lower panels are from *Fyn* knockout animals. Genes labeled in green are down-regulated by acute ethanol; Red labeled genes are up-regulated by acute ethanol. Numbers shown are the mean S-score for 3 biological replicates. Qualitative differences in overall gene expression (C) are shown using the cumulative absolute S-scores for nucleus accumbens, prefrontal cortex, and ventral midbrain.
(TIFF) Click here for additional data file.

Figure S2 **Venn Diagram of Fyn Networks.** (A) Venn diagram of basal datasets from Figure 4B; (B) Venn diagram of EtOH-response datasets from Figure 4C. Numbers shown represent unique gene symbols excluding *Fyn* itself. White = Fyn kinase array data, Blue = BXD *Fyn* correlates, Purple = LXS *Fyn* correlates, and Green = LORR gene expression correlates.
(TIFF) Click here for additional data file.

Table S1 **Gene expression results for clustergram in Figure 1.** Values are the mean of 3 biological replicates within each brain region and treatment group.
(XLS) Click here for additional data file.

Table S2 **Gene Ontology analysis of basal differences in gene expression between *Fyn* knockout mice and controls for NAC, PFC, and VMB.** Results are listed for Molecular Function, Biological Process, Cellular Component, and Mouse Phenotype using the ToppGene Suite at a 5% FDR and trimming groups for containing at least 3 and no greater than 300 members.
(XLS) Click here for additional data file.

Table S3 **Gene Ontology analysis of ethanol-responsive differences in gene expression between *Fyn* knockout mice and controls for NAC, PFC, and VMB.** Results are listed for Molecular Function, Biological Process, Cellular Component, and Mouse Phenotype using the ToppGene Suite at a 5% FDR and trimming groups for containing at least 3 and no greater than 300 members.
(XLSX) Click here for additional data file.

Table S4 **Gene list from analysis of Fyn or LORR expression correlations for basal expression data as described in Figure 4A.** Data are the 50 genes contained in Figure 4B network. Genes have significant correlations with basal Fyn expression in the PFC BXD and LXS datasets, correlate with ethanol LORR behavioral data and have altered basal expression in PFC between control and Fyn null animals. Values are Pearson correlations and corresponding p-values. Correlations were performed from databases within the GeneNetwork web resource.
(XLSX) Click here for additional data file.

Table S5 **Functional over-representation analysis of basal gene expression correlations with Fyn expression or LORR from Figure 4B and Table S4.** Results are listed for Molecular Function, Biological Process, Cellular Component, and Mouse Phenotype using the ToppGene Suite at a 5% FDR and trimming groups for containing at least 3 and no greater than 300 members.
(XLSX) Click here for additional data file.

Table S6 **Gene list from analysis of Fyn or LORR expression correlations for ethanol-responsive expression data as described in Figure 4A.** Data are the 32 genes contained in Figure 4C network. Genes have significant correlations with ethanol-responsive Fyn expression in the PFC BXD and LXS datasets, correlate with ethanol LORR behavioral data and have altered responsive expression in PFC between control and Fyn null animals. Values are Pearson correlations and corresponding p-values. Correlations were performed from databases within the GeneNetwork web resource.
(XLS) Click here for additional data file.

Table S7 **Functional over-representation analysis of ethanol-responsive gene expression correlations with Fyn expression or LORR from Figure 4C and Table S5.** Results are listed for Molecular Function, Biological Process, Cellular Component, and Mouse Phenotype using the ToppGene Suite at a 5% FDR and trimming groups for containing at least 3 and no greater than 300 members.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

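The data are 12 Affymetrix whole-genome mouse arrays of medial prefrontal cortex from male control mice and Fyn-null mice, 4 hours after saline or 3 g/kg ethanol. There are 4 groups of 3 arrays, and each array holds RNA pooled from 3 mice. Nucleus accumbens and ventral midbrain, for which no arrays of these mice were used here, and the recombinant inbred lines were not analysed here. The log2 values per probe set were made by the authors before deposition with the affy package and RMA, per the submitters' processing notes. The Methods describe quality control of the arrays with GeneChip Operating Software 4.1. Versions of affy and RMA are not given in the sources used here, nor is it stated whether the batch-effect step described in the Methods had been applied to the deposited values. S-scores need probe-level intensities and were not computed.

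Values lay between 1.62 and 14.4 with 0 missing. Array medians were 5.40 to 5.48, and the correlation between arrays 0.982 to 0.997. Control probe sets (64) were left out, and of the other 45037 the 45% with the lowest mean over all arrays, which left 24770. By the platform's annotation, 34958 probe sets have 1 gene symbol, 932 several and 9211 none, and 34754 of those with 1 symbol matched a RefSeq gene by gene ID (assembly GRCm38.p6, used only for names and for the order of genes, since the authors name no build). The probe set with the highest mean stood for a gene, which gave 12323 genes. Some genes are not reported here.

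Each probe set was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). The means of the 4 groups gave the basal difference, the ethanol response of each genotype, their difference (interaction) and the genotype difference under ethanol. Genotype and treatment as additive terms gave the differences over both treatments and over both genotypes. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05. Gene lists (28, with at least 3 measured genes) were written before the data were examined and tested with camera at a preset inter-gene correlation of 0.01, adjusted over the lists of one comparison. Genes of Tables S2, S4 and S6 were tested the same way as lists chosen by the study. Signs of RNA quality were compared with two-sided exact permutation tests. Replicate numbers were not treated as pairs, since of 13 pairs of arrays with a shared number 3 had a residual correlation over 0.1 (range -0.43 to 0.32) and 2 of 12 arrays were closest to an array of their own number. A first fit of the real data, also with the block, weights and trend, had been run before this check and before the simulations. The main fit stayed as planned.

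Genes were named by a rule set before the data were examined, when the S-scores in the part of Table S1 at hand (1995 of 7630 probe sets) had been seen. Per comparison it names the 10 largest rises and the 10 largest falls among called genes whose groups did not overlap (for the interaction, among called genes), or the 10 smallest p-values where fewer than 5 genes passed. It also names every gene the paper names for this region, all probe sets of Fyn, up to 4 members of each list and 4 each of Tables S4 and S6. Other genes named are said to be chosen after their values were seen. The part of Table S1 was used only for the scores of single genes.

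The fits were tested on simulated data with 100 probe sets shifted by 0.5 or 1 on the log2 scale and on a simulated shift of one list. Alternatives set before the data were examined were no filter and a filter of 60%, a further quantile normalization, the replicate number as a block, eBayes with trend and robust, arrayWeights, a fit of only the 2 groups compared, SAM, leaving out each array, the mean of all probe sets of a gene, an estimated inter-gene correlation and other ranges for the neighbours of Fyn. Chosen after the data were seen were the 3' to 5' ratio as a covariate and leaving out both saline pools that stood with the other genotype. The number of pools per group limits the precision, with a median standard error of 0.11 for a difference between groups of 3 pools and 0.076 for 6 against 6.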

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

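Of the tests in this part, those on the standing of the saline pools, those with the 3' to 5' ratio as a covariate and the fit without both doubtful pools were chosen only after the result was seen.

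The ethanol response differed between genotypes for 5 gene lists, by a test of the difference itself (camera at a preset correlation). The median log2 differences, Fyn-null minus control, were 0.25 for microglia genes, 0.20 for endothelial and mural genes, -0.080 for glucocorticoid-responsive genes, 0.25 for cholesterol synthesis genes and 0.18 for alcohol metabolism genes. With an estimated correlation 0 of these passed, and 0 passed without both saline pools of doubtful label or without control saline replicate 2 alone (smallest adjusted p 0.0614, camera).

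Glucocorticoid-responsive genes, outside those the paper discusses, rose with ethanol above the saline controls, by a median of 0.67 in control mice and 0.66 in Fyn-null mice.

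The saline pools labelled control saline replicate 2 and Fyn-null saline replicate 4 had the Fyn signal of the other genotype, and a split of the saline pools that moves both called 150 probe sets. RNA degradation parting the saline pools this way is argued against by the mean 3' to 5' ratio, which differed by -0.0228 with ranges of 1.27 to 1.61 and 1.40 to 1.52, so that the lowest and the highest ratio stood on the same side. Another share of white matter or striatum is argued against by medians of -0.0295 for myelin genes and -0.0216 for striatal genes, against 0.873 for those 150. A candidate explanation is an exchange of both labels, for which a genotype score without Fyn, built from the ethanol arrays after the Fyn values and the split had been seen, was higher by 1.36 in the pool labelled Fyn-null saline replicate 4 than in that labelled control saline replicate 2, where labels in order give a negative difference. The exchange stays open, since no record of the pools was used here, no batch is named by the labels and none was tested, and no biological explanation was tested.

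For the myelin genes, basal difference, the median was -0.032 with a standard error over pools of 0.0305 and did not pass, and it turned to 0.0027 without control saline replicate 1. RNA degradation stays open, since the median was -0.0016 with the 3' to 5' ratio as a covariate, although the ratio differed by 0.0634 between the saline groups and the range of one lay inside the other. A different share of white matter in the dissection cannot be told apart from an effect of genotype, because the ethanol pools gave -0.0558 with a standard error over pools of 0.0504. Fewer glia of every kind cannot be told apart either, with -0.0282 for astrocyte genes (standard error 0.0485) and 0.00379 for microglia genes. No tested explanation is argued against. Genotype, which the design names, stays open with the doubt about the labels of a saline pool in each genotype. It cannot be told apart from a difference of stock.

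The ethanol pools had a lower 3' to 5' ratio than the saline pools on average over 4 control messenger RNAs, of which transferrin receptor went the other way. With the ratio as a covariate a median share of 0.771 of the log2 difference was kept (0.626 to 0.852 without one array). All 1686 probe sets kept their sign. This cannot decide whether RNA quality was the whole cause of the ethanol response. These probe sets were chosen for their response, and a mean over 4 control messenger RNAs may capture RNA quality only in part. For the glucocorticoid-responsive genes, a list written beforehand, the measured ratio did not account for the rise, with medians of 0.62 before and 0.64 after. Calls fell to 89, of which 83 were among the 1686, and turned from mostly falls to 72 rises and 17 falls. The median standard error went from 0.0766 to 0.105, since the ratio was correlated with treatment (r = -0.71). The median size went from 0.351 to 0.274, and what made it smaller was not tested. RNA quality behind part or all of the 1686 stays open, as does ethanol itself, which the design names.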

How the results depend on the processing

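The ratio covariate and the fit without both saline pools of doubtful label were chosen after the data were seen. Where a count moved, the cause was not tested. In every setting run, limma called 0 probe sets for the difference in ethanol response between genotypes, where SAM called 340. SAM gave 90 false calls for this difference in simulated data. For the basal difference limma called 0 in every setting but the one without both doubtful pools, which gave 44, and SAM called 0.

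A filter of 60% gave 1 probe set for genotype over both treatments (0 with all 24770). A further quantile normalization gave 155 for ethanol in Fyn-null mice and 2 for genotype over both treatments. eBayes with trend and robust gave 1 for genotype under ethanol. arrayWeights gave 2781 for ethanol in Fyn-null mice, 3975 for genotype under ethanol and 6 for genotype over both treatments, and its estimate stopped before convergence for 5 comparisons. Fitting only the 2 groups compared gave 18 for ethanol in control mice and 193 for genotype under ethanol. SAM gave 280 for ethanol in Fyn-null mice and 564 for genotype under ethanol.

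With the replicate number as a block, ethanol gave 36 in control mice, 26 in Fyn-null mice and 710 over both genotypes, and 2 lists passed for the basal difference. The ratio covariate gave 19, 28 and 89. Without both doubtful pools the counts were 147 for ethanol in control mice, 54 in Fyn-null mice, 260 for genotype under ethanol and 669 over both treatments.

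Leaving out one array gave 76 to 410 for ethanol in control mice, 33 to 145 in Fyn-null mice and 770 to 1625 over both genotypes. For genotype under ethanol it gave 0 to 35, above 0 only without control ethanol replicate 1 (8), control saline replicate 1 (6), control saline replicate 2 (35), Fyn-null saline replicate 2 (1) or Fyn-null saline replicate 4 (24). For genotype over both treatments it gave 0 to 129, above 0 only without control saline replicate 2 (129) or Fyn-null saline replicate 4 (57). Lowest and highest for ethanol were without control saline replicate 3 and Fyn-null saline replicate 4 in control mice, Fyn-null ethanol replicate 3 and control saline replicate 3 in Fyn-null mice, and Fyn-null ethanol replicate 2 and Fyn-null saline replicate 4 over both genotypes.

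Of 196 tests of lists 31 passed, 25 to 38 without one array, 48 with the mean of all probe sets of a gene and 3 with an estimated correlation. Of the 28 for the basal difference 0 passed, 3 with the mean of all probe sets and 0 to 3 without one array. For the myelin genes, basal difference, the list did not pass in any setting. Its median was -0.0016 with the ratio covariate and -0.047 to 0.0027 without one array, positive only without control saline replicate 1. Among the 118 neighbours of Fyn 0 were called, 6 at an unadjusted p under 0.01 and 2 without both doubtful pools.

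Of 959 results for named genes 117 were called. Of these, 39 were called in every setting, 78 lost the call in at least one and 0 reversed. Of the 842 others 169 passed in at least one setting.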

Differences from the paper's values

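The paper's Fig. 1B gives about 650 genes, read by eye, that differ between saline-treated Fyn-null and control mice in PFC, against 0 called here by limma (467 probe sets at an unadjusted p under 0.05). The paper used S-scores with SAM at a false discovery rate of 5% and a minimum S-score, and the value here used log2 RMA values. Its Methods describe a SAM of S-scores against 0 within each group and region. SAM here compared log2 values between the groups, which is a different test. None of the alternatives set before the data were examined closes this gap. SAM, no filter, the filter of 60%, a further quantile normalization, the replicate block, trend and robust, arrayWeights, the 2 groups alone and each array left out all gave 0. Leaving out both doubtful saline pools, chosen after seeing the values, gave 29 genes and does not close it either.

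The paper's Fig. 1C gives about 330 genes, read by eye, whose ethanol response differs between genotypes in PFC, against 0 called here by limma (1023 probe sets at an unadjusted p under 0.05). Of the alternatives set before the data were examined, SAM on log2 values gave 251 genes, below the paper's count and within 1.5 times of it. The paper's S-scores and their minimum were not used, so the scale differs. In simulated data this scheme gave 90 false calls, so the nearness of its count decides nothing. The others, no filter, the filter of 60%, a further quantile normalization, the replicate block, trend and robust, arrayWeights and each array left out, gave 0.

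For the basal difference in PFC the paper reports Dlg4 and Homer1 as lower in null mice. Here, by the probe set with the highest mean, Dlg4 was 0.039 and Homer1 -0.031, and neither passed in any setting run. Other probe sets of both were below 0, down to -0.13. The paper reports Grin2b and Src as higher, and here they were 0.18 and 0.051, in that direction without passing. Other probe sets of Grin2b lay on both sides of 0, and the other probe set of Src was above 0. In the part of Table S1 at hand, the paper's own S-score for 1 probe set of Grin2b is -1.53, opposite in sign to its text. Its S-scores there for a probe set of Dlg4 and a probe set of Homer1 are -1.93 and -1.65, in the direction of its text. For Grin2b and Homer1 these are not the probe sets with the highest mean, so score and value are not of the same probe set. Scores of other Grin2b probe sets may lie in the part not at hand. The basal genes named in the paper for PFC did not pass as a list, but did with the mean of all probe sets of a gene (median -0.11, adjusted p = 0.00618, camera in limma). Neither result decides about the paper's report, since the list mixes genes it reports as higher and as lower and holds Fyn itself. The study also chose these genes on these samples.

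The paper reports lower myelin gene expression in PFC of null mice. Here the 29 myelin genes had a basal median of -0.032 and did not pass, with 18 below 0, and Mbp was -0.15 by the probe set with the highest mean and below 0 in all 8 without passing. These values include the saline pools of doubtful label. The myelin sheath genes that the paper names were lower and passed between the ethanol groups and over both treatments. They passed in neither with an estimated correlation. The paper's S-score for one probe set of Mbp is -4.69, which is not the probe set with the highest mean.

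The paper reports that in PFC Bdnf and Syp fell and Kcnma1 and Camkk2 rose with ethanol in null mice and did not respond in controls. Here Bdnf fell in null mice and passed at an adjusted p of 0.0495, a call lost with no filter, the replicate block, the 2 groups alone, SAM, the ratio covariate, both doubtful pools left out and any one array but control saline replicate 3 left out. Syp was -0.32, Kcnma1 0.46 and Camkk2 0.40, in the same directions without passing, and no difference between genotypes passed. In null mice arrayWeights called Syp (adjusted p = 0.0157), Kcnma1 (0.0059) and Camkk2 (0.0121), in a fit that stopped before convergence, and leaving out Fyn-null saline replicate 2 called Kcnma1. The paper places Kcnj9 in the ethanol-responsive network. Here its response in control mice was -0.44 without passing, and it was called by SAM, by trend and robust (adjusted p = 0.0495) and without Fyn-null saline replicate 3 or 4. SAM also called its difference between genotypes, in a scheme that gave 90 false calls in simulated data.

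In the part of Table S1 at hand, 659 of 1995 probe sets hold the same value, digit for digit as written, in the NAC columns for ethanol in control and in knockout mice. These columns were not used here.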

Other observations

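The fit without both doubtful saline pools, the counts from it, the ratio covariate and, for the cholesterol synthesis genes, the permutation test and the comparison with astrocyte genes were chosen only after results were seen.

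Between the ethanol groups limma called 0 probe sets (3380 at an unadjusted p under 0.05, SAM 564, smallest adjusted p 0.0544). Of Fyn itself, the probe set with the higher mean did not overlap between these groups, and the other did. The groups did not overlap for 5030 (20.3%, where chance gives 10%). The smallest p-values were those of Pyroxd2 at 1.12, Mctp1 at -0.91, Rpgrip1 at 1.94 and Mamdc2 at 0.77. Fitting these 2 groups alone called 193. Leaving out one array called 8 without control ethanol replicate 1, 6 without control saline replicate 1, 35 without control saline replicate 2, 1 without Fyn-null saline replicate 2 and 24 without Fyn-null saline replicate 4.

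Without both doubtful saline pools, 260 probe sets of 183 genes were called between the ethanol groups, 144 higher and 116 lower in Fyn-null mice. In that fit Pyroxd2, an oxidoreductase, was 1.12 (standard error 0.090, adjusted p = 0.000429, limma) and Ang, a ribonuclease, 1.23 (standard error 0.16, adjusted p = 0.00822, limma). Lower were Cdhr1, a cadherin, at -2.22 (standard error 0.16, adjusted p = 0.000221, limma) and Krt12, a keratin named after its values were seen, at -2.05 (standard error 0.20, adjusted p = 0.00196, limma). The pools were left out because of their Fyn signal, the split of the saline pools and a score built from the ethanol arrays, a choice that by itself favours calls in that fit, so its counts and the adjusted p-values of these genes are no independent evidence. Controls and Fyn-null mice were of separate stocks, so the differences of these genes cannot be assigned to Fyn. With all arrays, r between the basal difference and that under ethanol was 0.44 across probe sets, which are not independent. In the fit without both pools, 669 probe sets of 485 genes were called over both treatments, where all arrays gave 0 (2739 at an unadjusted p under 0.05, smallest adjusted p 0.0530).

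In the ethanol groups the cholesterol synthesis genes were higher in Fyn-null mice by a median of 0.34 (adjusted p = 3.22e-07, camera), with 12 of 18 higher adjusted over the list alone and 0 over all genes, and they did not pass with an estimated correlation (adjusted p = 0.444). The median was 0.27 to 0.38 without one array and 0.33 with the ratio covariate. Astrocyte genes were also higher in these pools, by a median of 0.112 (0.0607 to 0.154 without one array). The exact permutation p of the list means was 0.1, the smallest that 3 against 3 allow. Microglia genes were 0.27 (adjusted p = 0.00166, camera), endothelial and mural genes 0.19 and the myelin sheath genes named by the paper -0.14, and 0 lists passed with an estimated correlation. Of the 4 lists passing under ethanol, all passed with the filter of 60%. With no filter, a further quantile normalization, the replicate block, arrayWeights or the ratio covariate, 3 of them still passed. The myelin sheath GO list named in the paper did not pass under ethanol without control ethanol replicate 2 (0.244), control saline replicate 2 (0.0502) or Fyn-null ethanol replicate 1 (0.275) (adjusted p, camera). Over both treatments 5 lists passed by camera and 0 with an estimated correlation, cholesterol synthesis genes at 0.24, microglia genes at 0.14, endothelial and mural genes at 0.12, the myelin sheath genes named by the paper at -0.11 and the myelin genes. Of these 5, 2 still passed with the ratio covariate, 3 with the filter of 60% and 4 with no filter. All 5 passed with the replicate block, a further quantile normalization or arrayWeights. Without control ethanol replicate 2 only cholesterol synthesis genes of these 5 passed, with endothelial and mural genes at an adjusted p of 0.0535 and microglia genes at 0.191 (camera). Microglia genes also did not pass without control ethanol replicate 4 (0.0589), control saline replicate 1 (0.0681), Fyn-null ethanol replicate 1 (0.129), Fyn-null ethanol replicate 2 (0.0844) or Fyn-null saline replicate 2 (0.164), nor the myelin sheath genes without control saline replicate 1 (0.0681), control saline replicate 2 (0.0665) or Fyn-null ethanol replicate 1 (0.148). Of the lists chosen by the study, which are not independent evidence, that of Table S6 passed over both treatments at -0.027 (adjusted p = 0.0443, camera). The myelin genes of Table S2 passed there at -0.092 and for ethanol in control mice at 0.24 (adjusted p = 0.00154, camera). None of these passed with an estimated correlation.

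Of the lists, those of oligodendrocyte precursor, astrocyte, excitatory neuron, interneuron, upper cortical layer, deep cortical layer, striatal medium spiny neuron, choroid plexus, metabotropic glutamate receptor, GABA-A receptor, Src family and Ras, circadian clock and interferon-stimulated genes passed in none of the 7 comparisons with all arrays and one probe set per gene, except interferon-stimulated genes for the basal difference with the replicate block. Without Fyn-null saline replicate 2 astrocyte genes passed for the interaction at 0.20, and without Fyn-null saline replicate 3 interferon-stimulated genes at 0.23. Their basal medians lay between -0.041 and 0.053. The lists of PFC genes that the paper names for ethanol regulation and for the ethanol network also passed in none with these settings. For the first of these lists that decides nothing. The paper reports its genes Bdnf and Syp as falling and Kcnma1 and Camkk2 as rising, and the test looks for one direction. The ethanol network genes named in the paper passed without Fyn-null saline replicate 2 for the basal difference at -0.13 and for the interaction at 0.25, and with the mean of all probe sets of a gene under ethanol at -0.24 and over both treatments at -0.19.

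Genes that neighbour Fyn (100 on each side in the order of GRCm38.p6) were counted apart from all others. Of 118 tested 0 were called over both treatments, and of 12204 others 0. At an unadjusted p under 0.01 there were 6 and 278 (odds ratio 2.30, two-sided Fisher's exact test, p = 0.0553). Without both doubtful pools, over both treatments and by one probe set per gene, 2 of 118 and 257 of 12204 were called (odds ratio 0.802, Fisher's exact p = 1.00).

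The basal difference and the ethanol response of Fyn-null mice share the Fyn-null saline pools. Across probe sets r between them was -0.35, and -0.50 in simulated data without any effect. Between the basal difference and the ethanol response of control mice r was -0.16, and 0.50 in simulated data.

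Other splits of the samples were counted for each comparison, the real one included. With 3 pools against 3 the 10 splits are too few for a share under 0.05. Where the real count is 0, every split reaches it and the share decides nothing. As many probe sets as the real split were called by 10 of 10 splits for the basal difference (real 0, highest other 150), by 1 of 10 for ethanol in control mice (real 355, highest other 3), by 1 of 10 for ethanol in Fyn-null mice (real 99, highest other 0) and by 10 of 10 for genotype under ethanol (real 0, highest other 0). For ethanol over both genotypes it was 1 of 100 drawn splits (real 1686, highest other 24), so chance can be excluded. For the difference in ethanol response it was 100 of 100 (real 0, highest other 983) and for genotype over both treatments 100 of 100 (real 0, highest other 979).

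Splits that call many more probe sets than the real one point to a structure of the samples. The 150 are called between control saline replicates 1 and 3 with the pool labelled Fyn-null saline replicate 4 and the other saline pools. The 979 are called when exactly the pools labelled control saline replicate 2 and Fyn-null saline replicate 4 change sides, and the 983 when the other 4 saline pools do.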
